# Network-Driven Proteogenomics Unveils an Aging-Related Imbalance in the Olfactory IκBα-NFκB p65 Complex Functionality in Tg2576 Alzheimer’s Disease Mouse Model

**DOI:** 10.3390/ijms18112260

**Published:** 2017-10-27

**Authors:** Maialen Palomino-Alonso, Mercedes Lachén-Montes, Andrea González-Morales, Karina Ausín, Alberto Pérez-Mediavilla, Joaquín Fernández-Irigoyen, Enrique Santamaría

**Keywords:** Tg2576 mice, olfactory bulb, proteogenomics, mass-spectrometry

## Abstract

Olfaction is often deregulated in Alzheimer’s disease (AD) patients, and is also impaired in transgenic Tg2576 AD mice, which overexpress the Swedish mutated form of human amyloid precursor protein (APP). However, little is known about the molecular mechanisms that accompany the neurodegeneration of olfactory structures in aged Tg2576 mice. For that, we have applied proteome- and transcriptome-wide approaches to probe molecular disturbances in the olfactory bulb (OB) dissected from aged Tg2576 mice (18 months of age) as compared to those of age matched wild-type (WT) littermates. Some over-represented biological functions were directly relevant to neuronal homeostasis and processes of learning, cognition, and behavior. In addition to the modulation of CAMP responsive element binding protein 1 (CREB1) and APP interactomes, an imbalance in the functionality of the IκBα-NFκB p65 complex was observed during the aging process in the OB of Tg2576 mice. At two months of age, the phosphorylated isoforms of olfactory IκBα and NFκB p65 were inversely regulated in transgenic mice. However, both phosphorylated proteins were increased at 6 months of age, while a specific drop in IκBα levels was detected in 18-month-old Tg2576 mice, suggesting a transient activation of NFκB in the OB of Tg2576 mice. Taken together, our data provide a metabolic map of olfactory alterations in aged Tg2576 mice, reflecting the progressive effect of APP overproduction and β-amyloid (Aβ) accumulation on the OB homeostasis in aged stages.

## 1. Introduction

Olfactory dysfunction has been related to aging and Alzheimer’s disease (AD) [1,2]. The smell impairment is considered an early event of AD, preceding the appearance of dementia symptoms. The Tg2576 transgenic mice express the hAPPSw via the hamster prion promoter, an isoform of the human amyloid precursor protein (APP) with double mutation K670N, M671L [3]. These mice displayed an increase of APP production with consequent overproduction of β-amyloid (Aβ) 40 and Aβ42 and plaques formation in the frontal, temporal, and entorhinal cortices, hippocampus, presubiculum, and cerebellum at about 11–13 months of age [4]. There is strong evidence that accumulation of Aβ peptide is responsible for age-related memory decline in these mice [5,6,7]. Other than the increase in Aβ production, these mice can also display hyperphosphorylated tau at old age. Synaptic deficits, and mitochondrial imbalance have been reported for this late-plaque model [8,9]. Metabolic and posttranslational modification alterations occur long before the onset of behavioral impairment [10,11,12]. However, Tg2576 mice did not present a profound cognitive impairment, even at old ages [13].

The olfactory bulb (OB) is the first brain structure of the olfactory pathway [14]. APP processing products have been observed in the OB of 1-month-old Tg2576 mice, as has Aβ deposition at 13.5 months of age [15]. Moreover, Tg2576 mice (between ages of 6.5 and 8 months) present a reduced rate of OB neurogenesis, a reduction in the volume of the granular cell layers of the OB [16], and some olfactory memory deficits [16,17]. A detailed analysis of olfaction in Tg2576 mice also revealed behavioral deficits in odor habituation and discrimination [18,19]. Interestingly, the appearance of these behavioral impairments corresponds with a progressive Aβ deposition in specific olfactory structures [18]. In view of these data, an in depth biochemical characterization of the OB is necessary to reveal the missing links in the biochemical understanding of smell impairments in Tg2576 AD mice.

In this study, we used a discovery platform, applying mass-spectrometry based quantitative proteomics and transcriptome-wide analyses, to decipher the pathophysiological mechanisms that are disturbed in the OB from aged Tg2576 mice (18 months of age) as compared to those of age matched background strain control mice. 107 differential genes and 25 differentially expressed proteins were detected, pinpointing specific molecular pathways, protein interactomes, and potential olfactory therapeutic targets.

## 2. Results and Discussion

OB perturbations are responsible for olfactory dysfunction in neurological syndromes [2], however, few studies have examined this structure using high throughput molecular approaches [20,21,22,23]. Focusing on the transgenic Tg2576 mouse AD model, different proteomic and transcriptomic studies were performed to characterize novel molecular mediators associated with AD pathophysiology in brain structures affected during the disease progression [9,24,25,26,27,28,29,30]. To our knowledge, this is the first study that characterizes olfactory-associated molecular changes in this late-plaque model using omics technologies.

### 2.1. Molecular Alterations Detected in the Olfactory Bulb (OB) of 18-Month-Old Tg2576 Mice

Tg2576 transgenic mice suffer from memory deficits accompanied by β-amyloid plaques that increase with disease progression [5,6,7]. We have applied a dual-omic approach to analyze the molecular imbalance induced by the hAPPSw isoform at the olfactory level, with the final goal to reveal novel information about the OB site-specific molecular signature at late AD stages in 18-month-old Tg2576 mice. To analyze the potential differences in olfactory molecular expression profiles, OB specimens for each experimental group (Tg2576 and WT mice) were subjected to chemical tags (isobaric tag for relative and absolute quantitation, iTRAQ) coupled to tandem mass spectrometry (3 mice/condition) and into RNA microarray platform (3 mice/condition) (Figure 1).

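The RNA of 3 Tg2576 and 3 WT olfactory bulbs of 18 months was measured, with 1 array per mouse, on Affymetrix mouse Clarion S arrays, which carry sets of short probes for annotated genes. The authors deposited 1 log2 expression value per probe set and array, summarised and normalized between arrays by RMA (robust multi-array average). Of 28815 probe sets in their table, 63 spike-in controls and 6546 normalization controls were left out, and the other 22206 were tested, of which 19572 were paired with 1 gene symbol, 0 with several and 2634 with none. Of the latter, 214 were named through the part of Table S3 that was read here, its first probe sets in the order of the table. The array medians lay between 8.18 and 8.22, and Pearson's r between any pair of arrays was between 0.989 and 0.993, with no pair holding identical values. Genotypes were compared with limma, a linear model that moderates the variance of each gene by that of all genes, at the thresholds of the paper, an unadjusted p under 0.01 and a fold over 1.3 or under 0.7. An exact test of 3 mice against 3 has 0.1 as its smallest p, so single genes were tested only in that model, and the number of arrays limits the precision of every value. Where a gene had several probe sets, the set with the highest mean was used. App, the mouse gene of the amyloid precursor protein, was at 12.34 ± 0.026 in Tg2576 and 12.36 ± 0.073 in WT bulbs (SD, n = 3 each), a log2 difference of -0.023 with a 95% confidence interval from -0.20 to 0.15. Whether the probes of that set bind the human transgene is not given in the sources used here, so App did not serve to check the labels. Gene lists and the rule for the named genes were fixed before the data were examined but after that part of Table S3 had been read, which holds the rows of smallest P of the paper's own comparison, so they were not chosen without knowledge of the results. Other lists were chosen by the study itself on these samples. Each fixed list was compared with all other probe sets by camera, a test of limma for gene lists.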

Among 2466 quantified proteins (Table S1), differential analysis revealed 25 de-regulated proteins in Tg2576 OBs with respect to wild-type (WT) OBs (11 down- and 14 up-regulated in aged Tg2576 mice) (Figure 2A,B and Table S2). The up-regulation of our intrinsic positive control (APP) was verified by Western-blotting (Figure 2A). According to the STRING Database [31], this subproteome is mainly involved in membrane organization (False discovery rate (FDR): 1.21 × 10^−5^; e.g., *SYNE2*, *NOL3*, *AP1G1*), protein transport (FDR: 0.047; e.g., *RAB5B*, *RPL28*, *SRPR*, *RPL18*, *CHMP3*, *COPE*), and negative regulation of neuron differentiation (FDR: 0.041; e.g., *APP*, *APOE*, *GFAP*, *MT3*). In the transcriptomic phase, 107 protein-coding genes were differentially regulated in the OB of aged Tg2576 mice (16 down- and 91 up-regulated genes with respect to WTs) (Table S3). 

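In Tg2576 OBs 155 probe sets were higher and 22 were lower than in WT OBs at the paper's thresholds. Among the higher genes, Stoml3, which encodes a stomatin-like protein of olfactory sensory neurons, differed by a log2 of 1.00 (SE 0.16). Abca8a, a lipid transporter gene, differed by 0.96 (SE 0.16), and Car5b, which encodes a mitochondrial carbonic anhydrase, by 0.76 (SE 0.092). Cldn5, the gene of a tight junction protein of blood vessels, rose by 0.67 (SE 0.13). Among the lower genes, the log2 difference was -0.77 (SE 0.12) for Slc9b1, a sodium and proton exchanger gene, and -0.76 (SE 0.16) for Nr4a3, which encodes an orphan nuclear receptor that responds to neuronal activity. Over all probe sets tested, the 3 Tg2576 arrays all lay above or all below the 3 WT arrays in 14.1%, against 10% by chance. At an unadjusted p under 0.01 without a fold threshold, 468 probe sets differed, where 222 would be called by chance. After Benjamini-Hochberg adjustment limma called 0 probe sets at a 5% false discovery rate (smallest adjusted p = 0.332), with 1896 at an unadjusted p under 0.05, and limma-trend with robust moderation called 9, all higher, among them Car5b, Cd82, Gpam and Hey2. Without Tg2576 replicate 2, limma called 6, which were Gpx6, Sult1c1, Bpifb4, Bpifb6, Lrguk and Fetub, none of them among those 9. In that array markers of the olfactory mucosa lay at -0.27 from the WT mean, against 0.99 and 0.90 in Tg2576 replicates 1 and 3. The number of lower probe sets was 47 without WT replicate 1 and 75 with a lower fold threshold of 0.769, the reciprocal of the higher one.

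**Figure D1:**
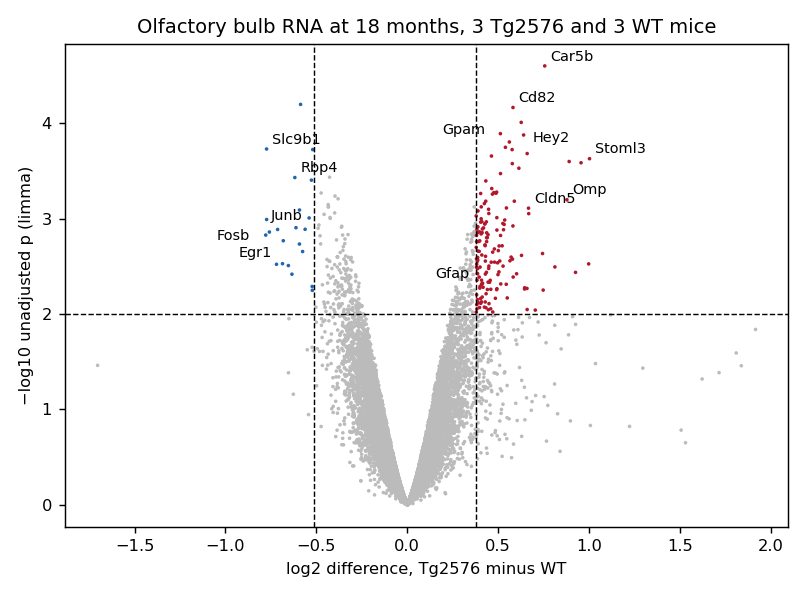
Log2 difference (Tg2576 minus WT) against the negative log10 of the unadjusted limma p for 22206 probe sets of 3 Tg2576 and 3 WT OBs. Dashed lines mark the thresholds; 155 red points lie past them on the higher side and 22 blue points on the lower side.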

Gene interactome networks suggested an alteration in the response to cyclic adenosine monophosphate (cAMP) (down regulation of *EGR1*, *EGR2*, *NR4A1*, *JUNB*, and *FOSB* genes) and in the olfactory transduction signaling due to the up-regulation of *ADCY3*, and *GNAL* genes, together with the overexpression of some olfactory receptors (OR) like *OLFR553*, *OLFR1312*, and *OLFR597* genes (dashed circles in Figure 2C).

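The 5 genes of the response to cAMP in Fig. 2C, all transcription factor genes induced by neuronal activity, were lower in Tg2576 OBs. The log2 difference was -0.78 for Fosb (SE 0.17), -0.71 for Junb (SE 0.15), -0.69 for Nr4a1 (SE 0.17), -0.68 for Egr1 (SE 0.15) and -0.63 for Egr2 (SE 0.16). The 5 genes of olfactory transduction were higher, Adcy3, the adenylate cyclase of olfactory cilia, by 0.53 (SE 0.11), Gnal, its olfactory G protein subunit, by 0.48 (SE 0.12), and the olfactory receptor genes Olfr597 by 0.81 (SE 0.20), Olfr553 by 0.64 (SE 0.17) and Olfr1312 by 0.45 (SE 0.12). The study chose both groups on these samples, so their counts are not independent evidence of a direction. Of 37 immediate early genes, 10 fell, none rose and 27 did not pass the thresholds (17 fell when adjusted over the list alone), with a mean of -0.30 (camera adjusted p = 1.1e-13, and adjusted p = 0.21 with an estimated correlation). Of 24 markers of olfactory sensory neurons, whose axons end in the OB, 6 rose and none fell (7 rose when adjusted over the list alone), with a mean of 0.36 (adjusted p = 2.4e-10, and adjusted p = 0.24 with an estimated correlation). Both lists hold genes that the paper names as changed, such as Arc and Adcy3, and were written after part of Table S3 was read. Their p values are therefore not independent of the paper's result. The mean of the sensory neuron markers lay above the WT mean by 0.44 in Tg2576 replicate 1, by 0.14 in replicate 2 and by 0.48 in replicate 3, against values from -0.079 to 0.083 in WT arrays. Omp, the olfactory marker protein gene of mature sensory neurons, lay above its WT mean by 0.92, 0.79 and 0.92 in the same arrays, Adcy3 by 0.53, 0.33 and 0.71 and Gnal by 0.57, 0.23 and 0.64, each lowest in replicate 2. Markers of non-neuronal cells of the olfactory mucosa were also low in replicate 2. The mean of 20 such markers lay 0.99 above the WT mean in Tg2576 replicate 1, 0.90 above it in replicate 3 and at -0.27 in replicate 2, against values from -0.23 to 0.33 in WT arrays. Of 1080 olfactory receptor genes, 9 rose and none fell (0 adjusted over the list alone, 94 at an unadjusted p under 0.05, of which 53 were higher and 41 lower, and 9 past the thresholds by limma-trend), and without a fold threshold 13 were higher and 5 lower at an unadjusted p under 0.01, with a mean of 0.0028 (adjusted p = 0.999), which was -0.010 after median centring and 0.032 after a further quantile normalization (adjusted p = 0.049). Over all 22206 probe sets 177 passed the thresholds and 1896 had an unadjusted p under 0.05, so olfactory receptor genes were called about as often as other probe sets. On the log2 scale the lower threshold (-0.51) lies farther from 0 than the higher one (0.38), and the lowest receptor difference was -0.46. The levels of Olfr597, Olfr553 and Olfr1312, group means from 4.65 to 5.85, lay under the medians of the negative controls, from 6.78 to 6.91. Single arrays ended some calls when left out, those of Nr4a1 (-0.66 to -0.57) without Tg2576 replicate 2 or 3 or WT replicate 1 or 2, Egr2 (-0.57 to -0.51) without Tg2576 replicate 2 or 3 or WT replicate 3, Gnal (0.40 to 0.47) without Tg2576 replicate 1 or 3 or WT replicate 1 or 2, Olfr553 (0.45 to 0.69) without Tg2576 replicate 1 or 3 or WT replicate 1 or 3, Olfr1312 (0.35 to 0.46) without Tg2576 replicate 3 or WT replicate 1 or 2, and Olfr597 (0.70 to 0.78) without Tg2576 replicate 3 or WT replicate 2. From the lower and the higher group, the paper proposes an altered response to cAMP and altered olfactory transduction signalling.

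**Figure D2:**
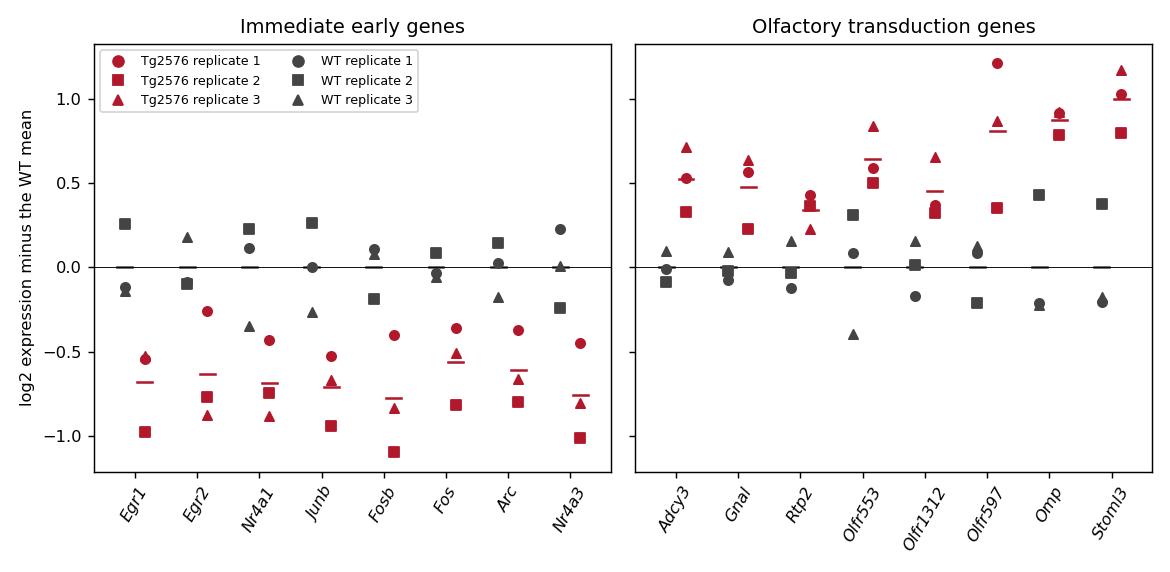
Log2 expression of 8 immediate early genes and 8 genes of olfactory sensory neurons minus the WT mean of the same gene, for each of 3 Tg2576 arrays (red) and 3 WT arrays (grey). Symbols give the replicate and short lines the group means, such as -0.78 for Fosb and 0.53 for Adcy3.

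**Figure D3:**
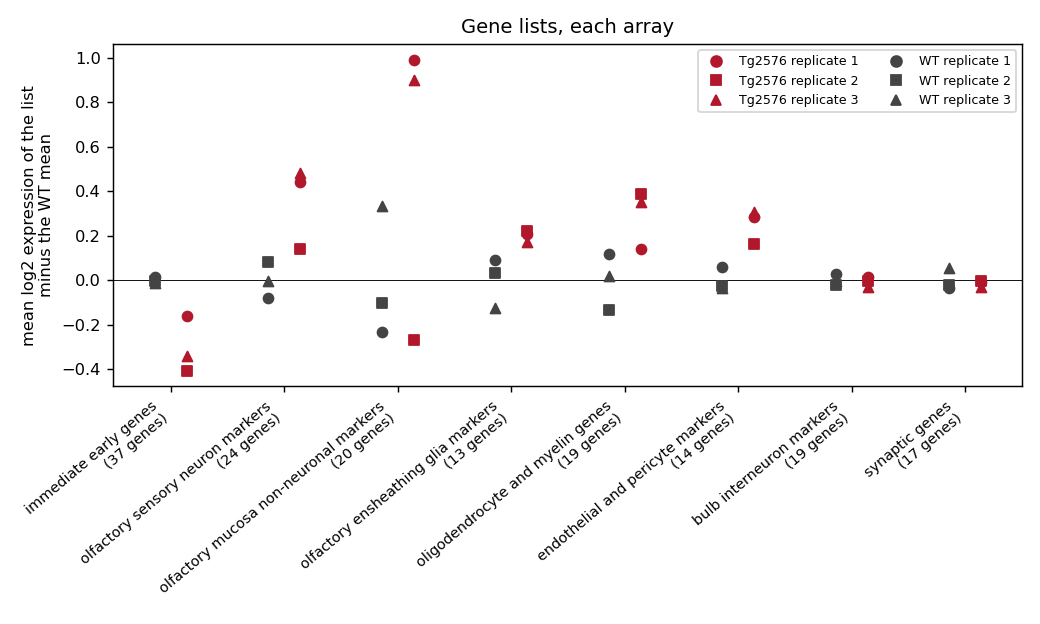
Mean log2 expression of 8 gene lists minus the WT mean, for each of 3 Tg2576 arrays (red) and 3 WT arrays (grey). The immediate early genes lie below the WT arrays in each Tg2576 array, while the mucosa markers lie high in Tg2576 replicates 1 (0.99) and 3 (0.90) and not in replicate 2 (-0.27).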

Moreover, *RTP2* (Receptor-transporter-protein 2) was also up-regulated in the OB of Tg2576 mice. 

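Rtp2 was at 7.09 ± 0.10 in Tg2576 and 6.75 ± 0.14 in WT OBs (SD, n = 3 each). The log2 difference of 0.34 (SE 0.099) passed the threshold on the unadjusted p of limma (adjusted p = 0.453), and the fold of 1.27 lay under the fold threshold, so Rtp2 was not among the called genes. The WT mean lay under the medians of the negative controls, from 6.78 to 6.91, where differences are compressed. It passed both thresholds without Tg2576 replicate 3 (0.40) and without WT replicate 3 (0.42). Its relative Rtp1, chosen for mention after its value was seen, differed by 0.28 (SE 0.21, adjusted p = 0.782).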

RTP2 promotes OR cell-surface expression and activation in response to odorant stimulation [32]. Based on transcriptomic information from the prefrontal cortex, it has been suggested as a cause of the alteration in the smell perception of AD subjects [33]. According to our data, *OR* gene dysregulation has been also demonstrated in the OB, entorhinal, and frontal cortex in human AD subjects [34,35]. On the other hand, there was not an evident RNA-protein correlation derived from the differential datasets obtained from Tg2576 OBs. This may be due to the use of different sets of animals for each technology platform. Moreover, other reasons may also explain the observed discrepancy, such as the spatial and temporal delayed synthesis between mRNA and protein [36], post-transcriptional events, and the different hydrophobicity and solubility of the “missing proteome” during the proteomic phase, hampering its characterization and quantitation by mass-spectrometry (e.g., ORs) [37].

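Of the 24 differential proteins listed in Table S2, 22 had a named probe set, and the RNA of 2 of them passed the thresholds, both in the direction of the protein. Syne2, which encodes a nuclear envelope protein that links to actin, rose by a log2 of 0.58 (SE 0.12), and its protein fold in Table S2 is 1.27 on the log2 scale. Gfap, the intermediate filament gene of astrocytes, rose by 0.43 (SE 0.11), with 0.48 for its protein in Table S2. The RNA of Nol3, an apoptosis repressor with a protein value of 0.90 in Table S2, differed by 0.026 (SE 0.095), and that of Chmp3, an endosomal sorting protein at -0.71 in Table S2, by -0.018 (SE 0.086). RNA and protein differed in the same direction for 14 of 22 genes. Across these 22 genes, which are not independent replicates, Pearson's r was 0.44 (permutation p = 0.035, adjusted for 2 correlations 0.071) and Spearman's rho 0.13 (permutation p = 0.54, adjusted 0.54). Syne2 and Gfap lay farthest from the median RNA difference and were picked by that value, a choice that was not planned and tends to lower r. Without them r was 0.16 (permutation p = 0.49). The call of Gfap ended without Tg2576 replicate 2, Tg2576 replicate 3, WT replicate 1 or WT replicate 3 (0.35 to 0.41), and r was 0.37 without Tg2576 replicate 3 and 0.36 without WT replicate 3, each with a permutation p above 0.05.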

### 2.2. Biological Functions and Neuronal-Specific Processes Altered in the OB of Aged Tg2576 Mice

To obtain a more detailed description of the proteogenomic modulation in the Tg2576 OBs, differential datasets were analyzed for higher-level organization of genes and proteins into common biological pathways. For that, differential proteomic and transcriptomic datasets were merged and functionally analyzed across specific biological functions using the Ingenuity Pathway Analysis (IPA) software (V. 36601845, Release Date: 22 June 2017, Ingenuity Systems^®^, Redwood City, CA, USA). 

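In that analysis, 32 genes measured here fell under cell movement, of which 19 were higher and 7 lower in Tg2576 OBs, among them Cd82, a tetraspanin that restrains migration, by a log2 of 0.58 (SE 0.081), Plxnb1, a semaphorin receptor, by 0.43 (SE 0.082) and Rhog, a small GTPase of the cytoskeleton, by 0.47 (SE 0.11). Of 23 genes of cell survival, 10 rose and 4 fell, and of 52 genes of cell death, 23 rose and 9 fell. The latter included Frzb, a secreted Wnt antagonist gene, at 0.58 (SE 0.097), and Gpam, which encodes the acyltransferase that starts glycerolipid synthesis, at 0.51 (SE 0.077). The study chose these genes on these samples and merged them with its proteins, so the counts are not independent evidence of a direction. Of 16 apoptosis regulators fixed as a list, none passed the thresholds with limma or limma-trend and 2 had an unadjusted p under 0.05, with a mean of 0.0065 for the apoptosis regulators (camera adjusted p = 0.65), or -0.0063 after median centring. These were Bid, a pro-apoptotic gene (0.26, SE 0.11), and Bcl2l1, the gene of Bcl-xL (-0.20, SE 0.080). None of 11 genes of survival kinases passed with either tool, and 0 had an unadjusted p under 0.05 (mean -0.032, adjusted p = 0.53). The call of Rhog ended without WT replicate 2 (0.35).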

Some statistically over-represented processes were directly relevant to cell movement (*p*-value: 0.0003), cell survival (*p*-value: 0.00015), and cell death (*p*-value: 1.08 × 10^−6^) (Figure 3A and Table S4). Moreover, molecular clusters involved in learning (*p*-value: 0.004), cognition (*p*-value: 0.0007), behavior (*p*-value: 0.003), and dementia (*p*-value: 0.003) were also significantly represented (Figure 3B and Table S4).

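Arc, which encodes a cytoskeletal protein of synaptic plasticity, belongs to each of these 4 groups and was at 9.56 ± 0.22 in Tg2576 and 10.17 ± 0.16 in WT OBs (SD, n = 3 each). This is a log2 difference of -0.61 (SE 0.13). Of 9 genes of learning in Table S4, 2 rose and 4 fell, and of 11 genes of cognition, 3 rose and 5 fell, the lower ones being immediate early genes in both groups. Of 17 genes of behavior, 7 rose, among them Omp by 0.88 (SE 0.17) and Scd1, a desaturase gene of fatty acid synthesis, by 0.43 (SE 0.096), and 7 fell. Of 12 genes of dementia, 5 rose and 1, Arc, fell. The study chose all 4 groups on these samples, which leaves their counts without independent evidence of a direction. Of 17 synaptic genes fixed as a list, none passed the thresholds with limma or limma-trend and 0 had an unadjusted p under 0.05, with a mean of -0.015 (camera adjusted p = 0.63). Of 19 markers of OB interneurons, none passed with either tool and 1 had an unadjusted p under 0.05, with a mean of -0.0069 (adjusted p = 0.78). The call of Scd1 ended without WT replicate 2 (0.38, fold under 1.3).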

Although the role of β-amyloid in olfactory deficits detected in Tg2576 mice has been extensively studied [18,19], there is no information about the survival potential of OB neurons in aged Tg2576 mice. To complement our proteogenomic workflow, survival and apoptotic pathways were monitored to analyze the effect of the β-amyloid burden on the viability of the olfactory neurons in aged Tg2576 mice. For that, steady-state levels of survival proteins like Bcl-xL and activated forms of caspase-3, -9, and -12 were measured in protein extracts from Tg2576 OBs at 18 months. The characterization of pro- and anti-apoptotic factors revealed no activation of mitochondrial or endoplasmic reticulum apoptotic routes in aged Tg2576 mice at the level of OB. Subsequent experiments were performed to monitor specific survival pathways at the level of OB. Total and residue-specific phosphorylation of focal adhesion kinase (FAK), protein kinase B (Akt), ERK activator kinase 1 (MEK)/extracellular signal-regulated kinase (ERK), Phosphoinositide-dependent protein kinase 1 (PDK1), protein kinase C (PKC), p38 mitogen-activated protein kinase (p38 MAPK), and mitogen-activated protein kinase kinase 4 (SEK1/MKK4 )were measured in Tg2576 and WT OBs. As shown in Figure 4, no changes in the activation state of this survival panel were observed between transgenic and WT mice at 18 months of age, except a slight increase (non-significant) in the activation state of SEK1/MKK4 kinase (Figure 4).

However, deregulation of MAP kinases (MEK, ERK) and the PDK1/PKC axis has been observed in human OB at advanced AD stages [22,23]. These differences may be partially explained by stage, and species-dependent responses [23] and differences in molecular mechanisms associated to β-amyloidogenesis.

### 2.3. Functional Interactome of the hAPPSw Isoform at the Olfactory Level: Characterization of Potential Hubs by Network-Driven Proteogenomics

To explore the cooperative action among differentially expressed OB genes/proteins in aged Tg2576 mice, we performed molecular interaction networks, merging the olfactory targets that tend to be de-regulated in this model. We consider the discovery of unexpected relationships between apparently unrelated proteins and AD-causing neuropathological substrates as a powerful strategy for the characterization of novel AD causative/susceptibility targets with a central role during olfactory neurodegeneration. Functional interactome maps were generated using IPA software (Figure 5 and Figure 6). We explored whether the hAPPSw isoform, highly expressed in Tg2576 mice, may potentially be interconnected with differential molecular targets detected by our dual-omic approach. As shown in Figure 5, differential functional interactors for APP protein were identified in the OB from aged transgenic mice. The functional APP interactome was composed by targets potentially distributed in different cellular compartments: (i) *APOE*, *SERPINH1*, and *BGN* in the extracellular space; (ii) *VAPA* at the plasma membrane level; (iii) *Irgm1*, *GFAP*, *MT3*, *ARC*, *GAB1*, *ZDHHC23*, and *GORASP2* in the cytoplasm; and (iv) *FOSB*, *JUNB*, *ZFP36L1*, *NR4A2*, *HEY2*, *EGR1*, *TP63*, and *Mmp* in the nuclear compartment (Figure 5).

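Of the APP interactors named in Fig. 5, 18 were measured here, of which 8 were higher, 5 were lower and 5 did not pass the thresholds. Hey2, a transcriptional repressor downstream of Notch, was at 9.63 ± 0.13 in Tg2576 and 8.99 ± 0.11 in WT OBs (SD, n = 3 each), a log2 difference of 0.64 (SE 0.097). In the extracellular group, Bgn, a matrix proteoglycan gene, rose by 0.44 (SE 0.11) and Serpinh1, the gene of a collagen chaperone, by 0.43 (SE 0.089), while Apoe, a lipid carrier gene of glia, differed by 0.19 (SE 0.10). In the cytoplasmic group, Gab1, an adapter of receptor tyrosine kinases, rose by 0.42 (SE 0.088) and Zdhhc23, a palmitoyltransferase gene, by 0.55 (SE 0.15), whereas Irgm1, an interferon-induced GTPase, differed by 0.42 (SE 0.16). Vapa, assigned to the plasma membrane, differed by 0.38 (SE 0.14), Gorasp2 by 0.075 (SE 0.10) and Mt3 by 0.037 (SE 0.074), and neither these nor Apoe and Irgm1 passed the thresholds. The other higher genes were Trp63, at 0.60 (SE 0.15), Gfap, and Zfp36l1, at 0.39 (SE 0.096), whose call ended after cyclic loess (0.37), quantile normalization (0.36) or median centring (0.37). The 5 lower genes were Arc, Fosb, Junb, Nr4a2 and Egr1. The study chose the group on these samples, so its count is not independent evidence. Calls were lost when single arrays were left out for Bgn (0.32 to 0.43; Tg2576 replicate 1 or 2 or WT replicate 3), Serpinh1 (0.36; WT replicate 2), Zdhhc23 (0.37 to 0.55; Tg2576 replicate 1 or 2 or WT replicate 2; also lost at 0.55 with a block for the replicate number), Zfp36l1 (0.33 to 0.35; Tg2576 replicate 3 or WT replicate 1 or 3), Trp63 (0.51 to 0.61; WT replicate 2 or 3), Gfap (0.35 to 0.41; Tg2576 replicate 2 or 3 or WT replicate 1 or 3) and Nr4a2 (-0.46; Tg2576 replicate 2 or WT replicate 1), and gained for Irgm1 (0.57; Tg2576 replicate 2) and Vapa (0.54; WT replicate 1).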

Moreover, integrative network analysis also allowed us to establish a framework to map interactions between differentially expressed targets and network hubs. According to IPA analysis, CREB1, NFKBIA (IκBα), and NFκB were postulated as potential upstream regulators of part of the differential targets detected in our study (Table 1).

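The targets listed for CREB1 in Table 1 were mostly lower in Tg2576 OBs, and those listed for the NFκB regulators moved both ways. Of 13 CREB1 targets measured here, 9 fell, 3 rose and Apoe did not pass the thresholds. The lower ones were immediate early genes and Rbp4, a retinol carrier gene, at -0.62 (SE 0.11). Of 6 targets of NFKBIA, 2 rose and 2 fell, of 8 targets of NFKB1, 3 rose and 2 fell, and of 9 targets of the NFκB complex, 3 rose and 2 fell. Cd82 was among the higher genes of each NFκB group. Nid1, a basement membrane gene, rose by 0.54 (SE 0.085), Tbx21, a transcription factor gene of mitral and tufted cells, by 0.48 (SE 0.14), and H2-DMb2, used for HLA-DMB of antigen loading, by 0.66 (SE 0.18). The related H2-DMb1 differed by 0.37 and did not pass the thresholds, so this count depends on the gene used. Bcl2a1b, used for BCL2A1, differed by 0.53 (SE 0.22), Klf3 by 0.47 (SE 0.14) and Mmp15 by 0.37 (SE 0.12), none of them past the thresholds. The study chose these targets among its changed genes and proteins, so the counts are not independent evidence of a direction. When single arrays were left out, the calls of H2-DMb2 (0.48 to 0.67) and Tbx21 (0.34 to 0.49) each ended in 4 of 6 fits, for H2-DMb2 without Tg2576 replicate 1 or 3 or WT replicate 1 or 2 and for Tbx21 without Tg2576 replicate 2 or 3 or WT replicate 1 or 2, and that of Rbp4 ended without WT replicate 3 (-0.51). With array weights the calls of H2-DMb2 (0.58) and Tbx21 (0.46) ended as well. Calls were gained for Bcl2a1b without Tg2576 replicate 1 (0.75, with 0.25 as its lowest value without 1 array). They were also gained for Klf3 without Tg2576 replicate 1 (0.55) or WT replicate 1 (0.63), and for Mmp15 without Tg2576 replicate 2 (0.46) or WT replicate 1 (0.47).

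**Figure D4:**
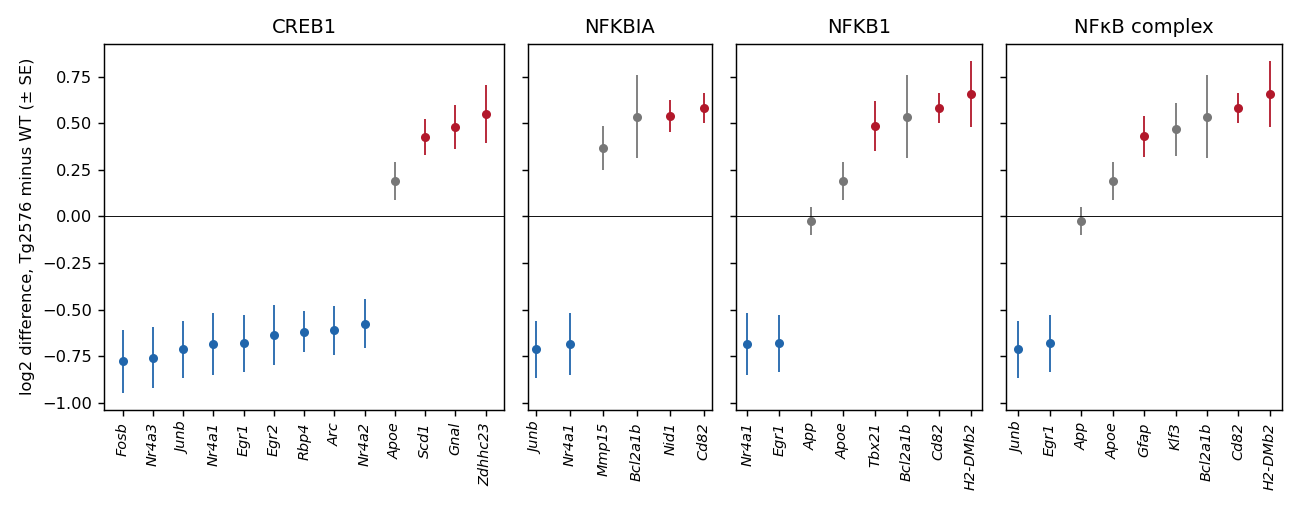
Log2 difference (Tg2576 minus WT, 3 mice each) of the measured targets of Table 1, grouped by regulator, with points at the estimate and bars of 1 SE. Red and blue points passed the thresholds as higher and lower and grey points did not; 9 of 13 CREB1 targets are blue.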

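The mRNA of these regulators did not pass the thresholds in Tg2576 OBs. Creb1 was at 10.29 ± 0.098 in Tg2576 and 10.23 ± 0.16 in WT OBs (SD, n = 3 each), a log2 difference of 0.053 (95% confidence interval -0.18 to 0.29). Nfkbia, which encodes IκBα, differed by -0.15 (-0.43 to 0.13), and Rela, which encodes NFκB p65, by 0.11 (-0.11 to 0.33). A probe set named Nfkb1 was not analysed here. Of 26 genes induced by NFκB and fixed as a list, none passed the thresholds with limma or limma-trend, and 3 higher and 2 lower ones had an unadjusted p under 0.05. Il1b, an inflammatory cytokine gene, differed by -0.52 (SE 0.19, -0.65 to -0.28 without 1 array), and Birc3, an inhibitor of apoptosis, by 0.22 (SE 0.071). The list had a mean of -0.017 (camera adjusted p = 0.65), which was 0.00078 after cyclic loess normalization. Camera tests for a shared direction. With fry, a rotation test that does not compare a list with other genes, changes in either direction gave an unadjusted p of 0.00058. Of 9 genes of the NFκB complex itself, none passed with either tool and 1, Relb (0.19, SE 0.070), had an unadjusted p under 0.05 (mean -0.032, adjusted p = 0.62). For these 9 genes the unadjusted fry p for changes in either direction was 0.0040. The same fry p was 0.00014 for endothelial and pericyte markers, 0.00081 for astrocyte markers, 0.0028 for ensheathing glia markers and 0.20 for synaptic genes. Such small values are therefore not particular to NFκB genes.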

Even though changes in their expression were not detected in our system-wide approaches, the alteration of some of their targets may correspond to a dysregulation in their functionality in the OB of aged Tg2576 mice. For that, subsequent experiments were performed to monitor the protein expression of CREB1 as well as the activation state of IκBα-NFκB p65 complex in the OB of aged Tg2576 mice. CREB1 is a pivotal molecule during synaptic strengthening and memory formation processes [38,39,40]. 

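At the RNA level Fosb was at 10.07 ± 0.35 in Tg2576 and 10.85 ± 0.16 in WT OBs (SD, n = 3 each), and Egr1 at 10.42 ± 0.26 and 11.10 ± 0.22. Nr4a2, a nuclear receptor gene of dopaminergic neurons and of the activity response, was at 9.51 ± 0.20 in Tg2576 and 10.08 ± 0.21 in WT OBs, and fell by 0.58 on the log2 scale (SE 0.13). Fosb and Egr1 passed the thresholds in all 6 fits without 1 array, and Nr4a2 in 4 of them, with -0.46 both without Tg2576 replicate 2 and without WT replicate 1. Of 9 genes of the CREB family and its coactivators, none passed the thresholds with limma or limma-trend and 0 had an unadjusted p under 0.05 (mean -0.032, camera adjusted p = 0.46). The list mean was nonetheless lower in each Tg2576 array (-0.046 to -0.018) than in each WT array (-0.0098 to 0.0080), with an adjusted p of 0.062 by fry, a rotation test. Arrays lay apart in this way in 14 of all 36 lists, so that separation is no further evidence. Of these 9 genes 6 had a negative and 3 a positive difference. Among them were Crtc1, a coactivator gene with a log2 difference of -0.14 (SE 0.076), Creb3, at -0.16 (SE 0.095), and Creb5, at 0.12 (SE 0.084).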

Protein expression levels of transcription factor CREB1 were significantly reduced in the OB of Tg2576 mice (Figure 6) in parallel with the down-regulation of *FOSB*, *NR4A2*, and *EGR1*, well-known CREB target genes [41] (Figure 6 and Table S3). Our data obtained in aged Tg2576 mice reinforce the direct relationship between a reduction of CREB1 activation and AD pathology [41,42].

### 2.4. An Impairment in the Olfactory IκBα-NFκB p65 Complex Functionality during the Progression of Alzheimer’s Disease (AD) in Tg2576 Mice

The nuclear factor NFκB controls the transcription of a wide variety of genes including pro-apoptotic and pro-survival genes, proinflammatory cytokines, antioxidant enzymes, pro-oxidant enzymes, and many others [43]. In general, the formation of a complex of NFκB dimer with a typical member of IkB family prevents the nuclear translocation and gene activation function of NFκB [44]. The phosphorylation of serine 32 of IκBα leads to ubiquitination and proteasomal degradation of IκBα, allowing for the phosphorylation of the NFκB p65 subunit and the enhancement of the p65 transactivation potential [44]. In our study, we monitored the functionality of the IκBα-NFκB p65 complex at three stages of AD: long before (2 months of age), immediately before (6 months), and after (18 months) the appearance of Aβ plaques [9]. At two months of age, the phosphorylated isoforms of IκBα and NFκB p65 were inversely regulated in Tg2576 transgenic mice (Figure 7A,B). However, both phosphorylated proteins were increased at 6 months of age, whereas a specific drop in IκBα levels was detected in 18-month-old Tg2576 mice (Figure 7A,B). Based on these data, it may be hypothesized that APP overproduction induces a transient activation of NFκB in the OB of Tg2576 mice compared to that of WT mice. It has been previously observed that there is an increased NFκB activity in different hippocampal and cortical structures in post-mortem AD brains [45,46,47], probably due to increased oxidative stress, inflammatory reactions, and toxicity of accumulated Aβ peptides [43]. To deepen our understanding of the functional dynamics of the olfactory IκBα-NFκB p65 complexes during the aging process, steady-state levels and phosphorylated isoforms were independently evaluated in WT and Tg2576 mice during aging. For that, protein profiles were quantified in a time-dependent manner. With respect to data obtained at 2 months of age, a specific drop in NFκB p65 protein levels and a progressive decrease in the phosphorylated NFκB p65 subunit were observed in WT mice, whereas an increase in NFκB p65 activity at 6 months was exclusively observed in Tg2576 mice (Figure 7C). In addition, the increase in total and phosphorylated levels of IkB α observed in 18-month-old WT mice, was blocked in aged Tg2576 mice (Figure 7C). Previous reports have shown that NFκB inhibitors prevent Aβ-induced toxicity in vivo and in vitro AD experimental models [48]. To our knowledge, the early impairment in NFκB functionality observed in Tg2576 mice at the level of OB, might open new avenues of targeting the NFκB signaling cascade at the olfactory level, gaining new insight into disease pathogenesis and identifying potential disease modifying agents. However, it is important to note that the phosphoproteome of IκBα-NFκB complexes is highly complicated [44], and many post-translational modifications (PTMs) have been characterized (see http://www.uniprot.org/uniprot/Q04206 (accessed on 10 October 2017), and http://www.uniprot.org/uniprot/P25963 (accessed on 10 October 2017)), but it is still unclear how the tangled crosstalk between all PTMs regulates the ability of NFκB proteins to induce or to repress defined target genes. Due to the early olfactory imbalance detected in the IκBα-NFκB p65 complex in Tg2576 mice, additional studies are necessary to decipher the effects of APP-dependent NFκB dysregulation on the OB molecular landscape at early stages of AD pathology to understand the smell impairment that appears during the AD progression in Tg2576 mice.

Although the accumulation of Aβ oligomers in specific OB regions results in impaired neural integrity in specific OB cell layers in Tg2576 mice during AD progression [49], our results indicate that: (i) 1% of the 2.466 quantified proteins are differentially expressed; and (ii) 0.5% of the 20.900 protein-coding genes are differentially modulated in the OB of 18-month-old Tg2576 mice. These data pointed out that AD-related effects on the OB transcriptome and proteome composition at the bulk level are not as massive at RNA and protein levels at they are at old stages. It is important to note that due to technical reasons, only the most abundant OB proteins corresponding to approximately 10% of the mouse proteome were explored. Consequently, alterations other than those reported in this study might also participate in the AD neurodegeneration at the level of the OB in aged Tg2576 mice. 

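In the arrays, 177 of 22206 probe sets passed the thresholds, which is 0.797%. Changes were small. Stoml3 alone among the called probe sets had a log2 difference over 1, and none lay under -1. Of 59 cytosolic ribosomal protein genes, none passed the thresholds with limma or limma-trend and 0 had an unadjusted p under 0.05 (mean -0.0098, camera adjusted p = 0.71), although the mean of the cytosolic ribosomal protein genes was -0.045 without WT replicate 3 (adjusted p = 0.039). Of 32 genes of oxidative phosphorylation, none passed with either tool and 1, Sdhd, a subunit of succinate dehydrogenase (-0.22, SE 0.094), had an unadjusted p under 0.05 (mean -0.028, adjusted p = 0.34).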

Despite the analysis of the OB proteogenome providing a unique window into their biochemistry and dysfunction in aged Tg2576 mice, there are limitations of our study that warrant discussion. The OB is composed by multiple cell types with a tangled connectivity and architecture [50]. In our case, the information about specific-cell types from where proteins and mRNAs originated is lost due to the processing of the bulk OB in our omic strategy. The implementation of novel approaches that allow the exploration of olfactory cell-type specific molecular profiling would complement the output of our nonbiased exploration of the OB transcriptome/proteome, reducing the effect of multiple neuronal populations in the aged Tg2576 OBs.

## 3. Materials and Methods

### 3.1. Materials

The following reagents and materials were used. From Cell Signaling technology (Danvers, MA, USA): anti-APP (ref. 2450), anti-FAK (ref. 3285), anti-phospho-FAK (Y576/577) (ref. 3281), anti-Akt (ref. 4685), anti-phospho-Akt (S473) (ref. 4060), anti-PDK1 (ref. 3062), anti-phospho-PDK1 (S241) (ref. 3061), anti-phospho-PKC pan (T514) (ref. 9379), anti-p38 MAPK (ref. 9212), anti-phospho-p38 MAPK (T180/Y182) (ref. 9211), anti-MEK1/2 (ref. 9126), anti-phospho-MEK1/2 (S217/221) (ref. 9154), anti-ERK1/2 (ref. 9102), anti-phospho-ERK1/2 (T202/y204) (ref. 4370), anti-CREB (ref. 9104), anti-IκBα (ref. 4814S), anti-phospho-IκBα (S32) (ref. 2859), anti-NFκB p65 (ref. 8242), anti-phospho-NFκB p65 (ref. 3033S), anti-SEK1 (ref. 9152), and anti-phospho-SEK1 (S257/T261) (Ref. 9156). Anti-PKC-pan was from SigmaAldrich (St Louis, MO, USA) (ref. SAB4502356). Electrophoresis reagents were purchased from Bio-Rad (Hercules, CA, USA) and trypsin from Promega (Madison, WI, USA).

### 3.2. Animals

Female Tg2576 transgenic mice were used [3]. Animals were housed 4–5 per cage with free access to water and food, and they were maintained in a temperature-controlled environment on a 12 h light–dark cycle. The progressive development of AD signs in our colony has been previously described [51]. Animal care procedures were conducted in accordance with the European Community Council Directive (2010/63/EU, 22 September 2010) and approved by the local ethics committee. Twelve aged animals (6 WT and 6 Tg2576 mice of 18 months of age), divided into two sets, were used for proteomics and transcriptomics analysis (3 mice/group/platform).

### 3.3. Olfactory Proteomics

OB protein extraction, protein digestion, and peptide iTRAQ labelling was performed as previously described [20,21,22,23]. Tryptic digests were labelled according to the manufacturer’s instructions with one isobaric amine-reactive tag as follows: Tag113, WT-1; Tag114, WT-2; Tag115, WT-3; Tag116, Tg2576-1; Tag117, Tg2576-2; Tag118, Tg2576-3. After 2 h incubation, the set of labelled samples were pooled and evaporated in a vacuum centrifuge. To increase the proteome coverage, the peptide pool was submitted to cation exchange chromatography using spin Columns (Pierce, Rockford, IL, USA). Twelve fractions were collected (from 10 mM to 150 mM KCl), evaporated under vacuum, and reconstituted into 10 μL of 2% acetonitrile, 0.1% formic acid, and 98% MilliQ-H_2_O prior to mass spectrometric analysis. Peptide mixtures were separated by reverse phase chromatography and analyzed by mass-spectrometry as previously described [20,21,22,23]. The raw MS/MS spectra search were processed using the MaxQuant software (v. 1.5.8.3) [52]. The parameters used were as follows: initial maximum precursor (25 ppm), fragment mass deviations (40 ppm); variable modification (methionine oxidation and N-terminal acetylation) and fixed modification (MMTS); enzyme (trypsin) with a maximum of one missed cleavage; minimum peptide length (7 amino acids); false discovery rate (FDR) for peptide spectrum match (PSM), and protein identification (1%). The frequently observed laboratory contaminants were removed. Protein identification was considered valid with at least one unique or “razor” peptide. The protein quantification was calculated using at least two razor + unique peptides, and statistical significance was calculated by a two-way Student-*t* test (*p* < 0.05). A 1.3-fold change cut-off was used. Proteins with iTRAQ ratios below the low range (0.77) were considered to be down-regulated, whereas those above the high range (1.3) were considered to be upregulated. The Perseus software (version 1.5.6.0) [53] was used for statistical analysis and data visualization. Search results files and MS raw data were deposited to the ProteomeXchange Consortium (Available online: http://proteomecentral.proteomexchange.org; accessed on 20 September 2017) via the PRIDE partner repository [54] with the identifier PXD007795.

### 3.4. OB Transcriptomics

Maxwell^®^ 16 simplyRNA Kit (Promega) was used to extract the OB mitochondrial RNAs (mRNAs) from aged Tg2576 mice and WT littermates. The sense complementary DNA (cDNA) was fragmented and biotinylated using the Affymetrix Clarion S Pico assay (902932; ThermoFisher Scientific, Waltham, MA, USA). Affymetrix mouse Clarion S chips (ThermoFisher Scientific) were used according to the manufacturer protocols. Hybridization, washing, staining, scanning, and data analysis [55] were performed as previously described [34,35]. As in other transcriptomic studies performed in AD brains [56,57], we worked with a *p*-value < 0.01 (without using any method for multiple testing correction). Microarray data files were submitted to the GEO (Gene Expression Omnibus) database and are available under accession number GSE103835.

### 3.5. Bioinformatics

The identification of specifically dysregulated regulatory/metabolic networks was analyzed using QIAGEN’s Ingenuity Pathway Analysis (IPA) (Available online: www.qiagen.com/ingenuity; accessed on 10 October 2017) and STRING software [31]. The IPA software considers signaling pathway/biofunctions according to the calculated *p*-value and reports it hierarchically.

### 3.6. Immunoblotting Analysis

Equal amounts of OB protein (5 μg) were resolved in 4–15% TGX stain-free gels (Bio-Rad). OB proteins derived from murine samples were electrophoretically transferred onto nitrocellulose membranes using a Trans-blot Turbo transfer system (up to 25 V, 7 min) (Bio-Rad). Equal loading of the gels was assessed by stain free digitalization and by Ponceau staining. Western-blotting was performed as previously described [20,21,22,23]. After densitometric analyses (Image Lab Software Version 5.2; Bio-Rad), optical density values were expressed as arbitrary units and normalized to total stain in each gel lane.

## 4. Conclusions

The largely similar OB proteogenome of aged WT and Tg2576 mice suggests that abnormal protein-protein interactions or post-translational modifications, defective intracellular trafficking, or misfolding of proteins could play a pivotal part in driving the neurodegeneration that occurs at the olfactory level in aged Tg2576 mice. Moreover, omics sciences have partially revealed the potential interactome of the hAPPSw isoform at the olfactory level as well as the disruption of the IκBα-NFκB p65 complex during the neurodegenerative process, providing molecular features that may be used as novel olfactory drug target candidates to treat AD.

## Figures and Tables

**Figure 1:**
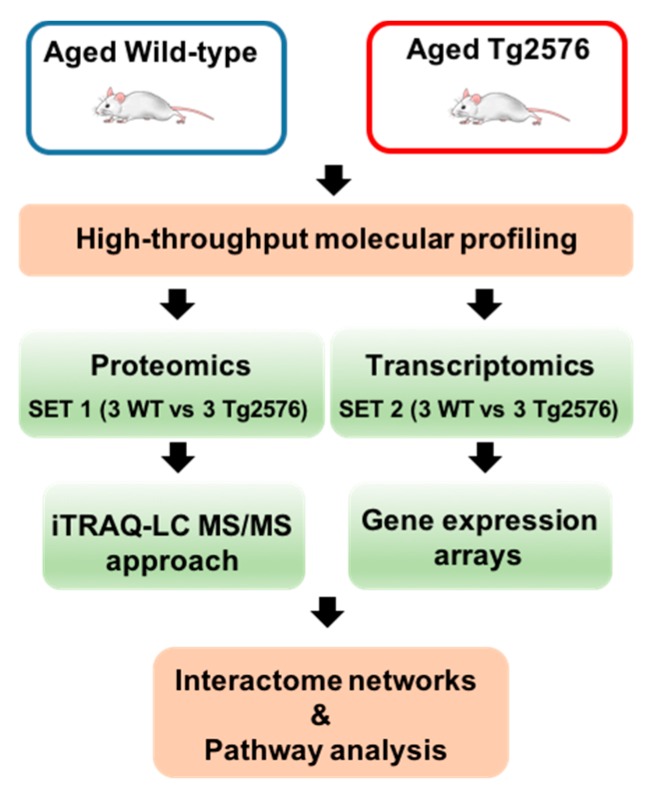
An overview of the workflow used for the molecular characterization of the olfactory bulbs (OBs) derived from aged Tg2576 mice.

**Figure 2:**
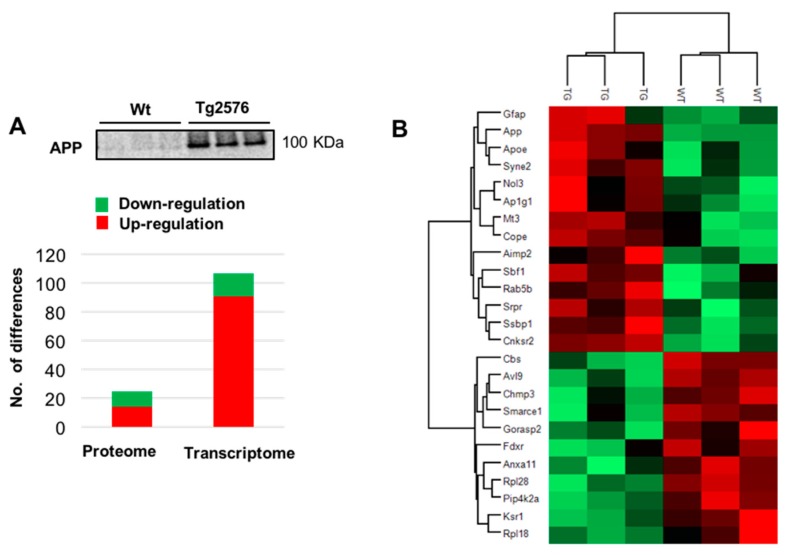

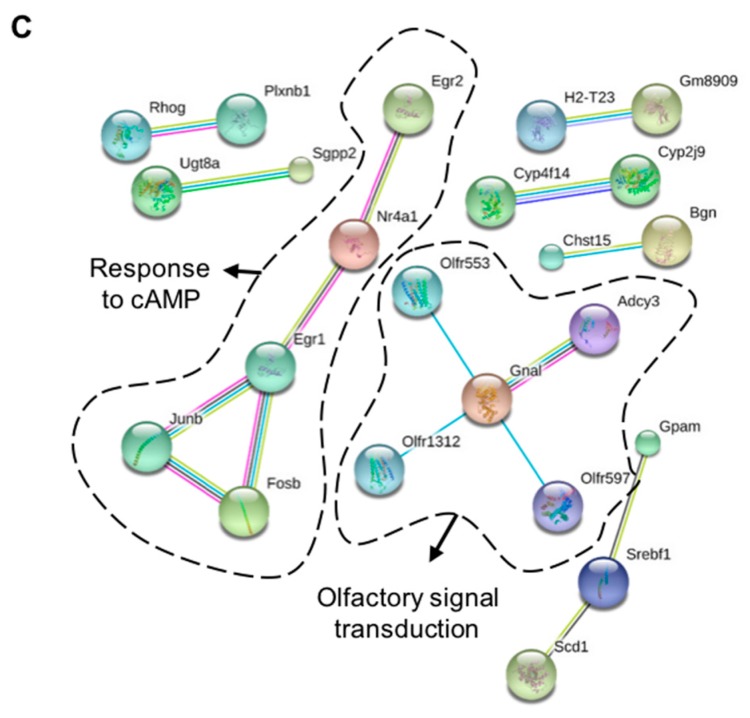
Multi-omic approach to decipher the OB site-specific molecular signature in aged Tg2576 mice. (**A**) Differential molecular profiling detected by the dual-omic approach in Tg2576 OBs. The olfactory protein expression levels of amyloid precursor protein (APP) at late Alzheimer’s disease (AD) stages in 18-month-old Tg2576 mice is shown. Equal loading control and quantitation values have been included in Table S5; (**B**) Heat map representing the degree of change for the differentially expressed proteins (Table S2) between 18-month-old wild-type (WT) and Tg2576 mice. Red and green, up- and down-regulated proteins, respectively; (**C**) Gene interactome networks for the differentially expressed genes detected in aged Tg2576 mice. Network analysis was performed submitting the corresponding gene IDs to the STRING software (v. 10.5) (Available online: https://string-db.org/). Only interactions tagged as “high confidence” (>0.7) in STRING database were considered. Dashed circles highlight the potential alteration in the response to cyclic adenosine monophosphate (cAMP) and in the olfactory transduction signaling.

**Figure 3:**
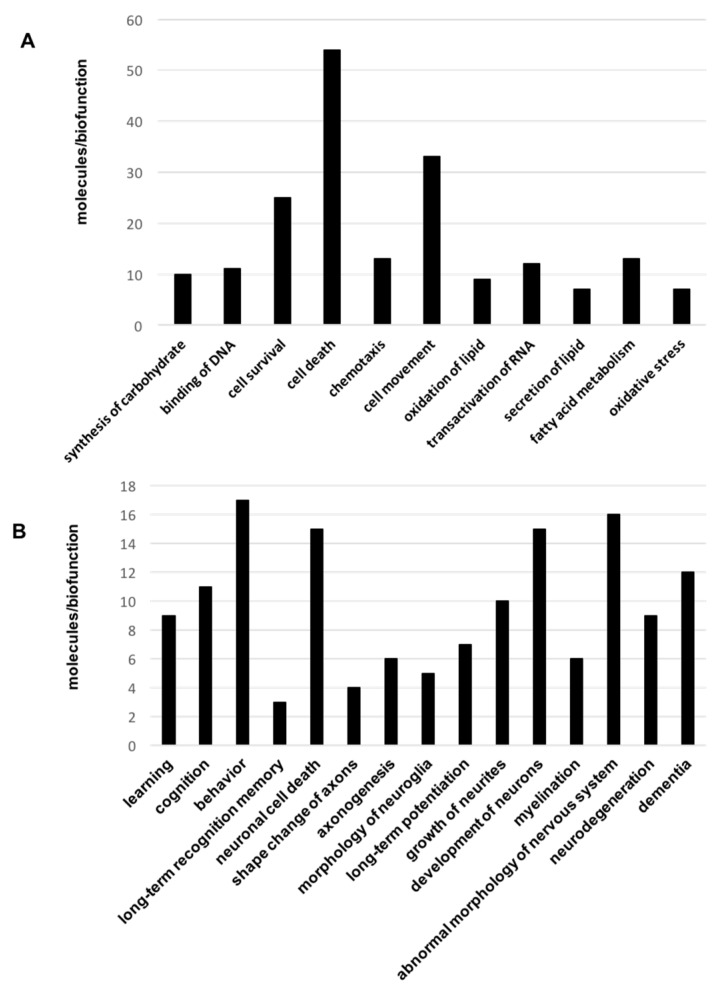
Significantly represented biofunctions in the OB of aged Tg2576 mice. Canonical (**A**) and neuronal-specific (**B**) over-represented biofunctions in omic datasets derived from 18-month-old Tg2576 mice. In (**A**), 45 out of 54 molecules present in cell death category are related to apoptosis (See Table S4).

**Figure 4:**
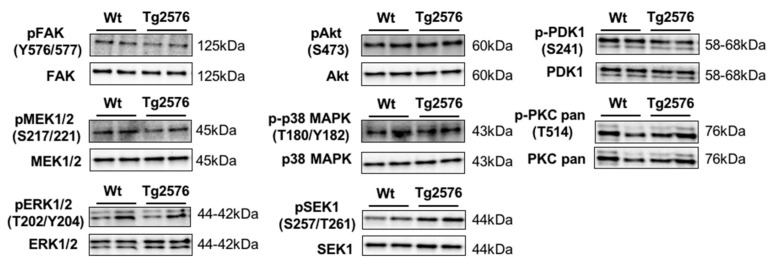
Activation state of specific survival pathways in the OB of aged Tg2576 mice. Levels and residue-specific phosphorylation of focal adhesion kinase (FAK), ERK Activator Kinase 1 (MEK)/extracellular signal-regulated kinase (ERK), protein kinase B (Akt), phosphoinositide-dependent protein kinase 1 (PDK1), protein kinase C (PKC), p38 mitogen-activated protein kinase (p38 MAPK), and mitogen-activated protein kinase kinase 4 (SEK1/MKK4), in the OB of aged Tg2576 mice. Equal loading of the gels was assessed by stain free digitalization. Equal loading control and quantitation values have been included in Table S5.

**Figure 5:**
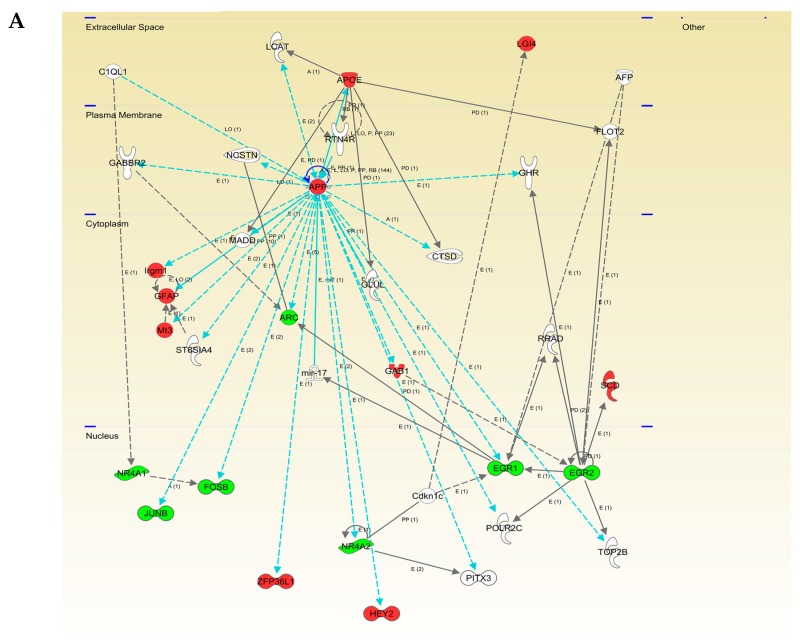

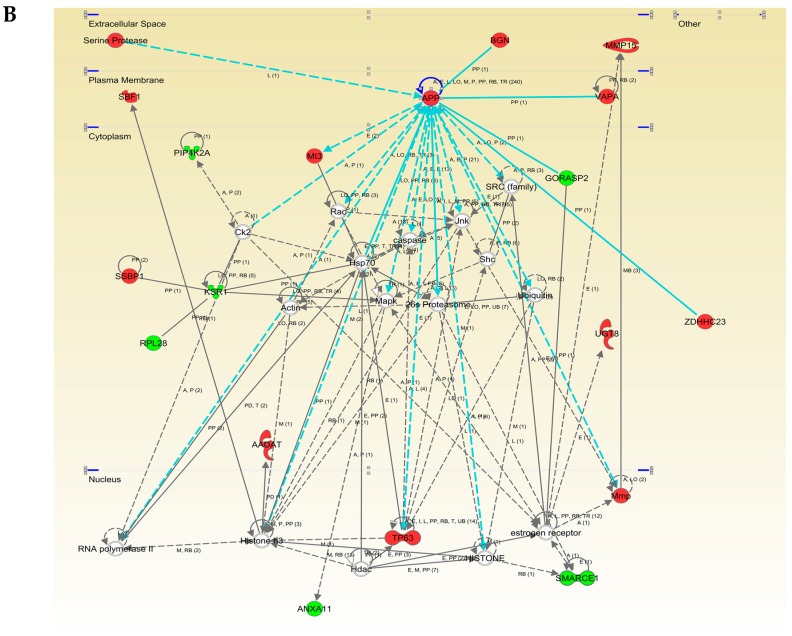
Modulation of APP molecular interaction network in the OB of aged Tg2576 mice. Visual representation of the relationships between differentially expressed genes/proteins and APP functional interactors (blue lines) are shown in both potentially deregulated networks in Tg2576 OBs (**A** and **B**). Continuous lines represent direct interactions, while discontinuous lines correspond to indirect functional interactions. Up-regulated molecules are shown in red, down-regulated molecules in green, and proteins proposed by the software in white. The complete legend of this type of interactomes may be found at http://ingenuity.force.com/ipa/articles/Feature_Description/Legend (accessed on 10 October 2017).

**Figure 6:**
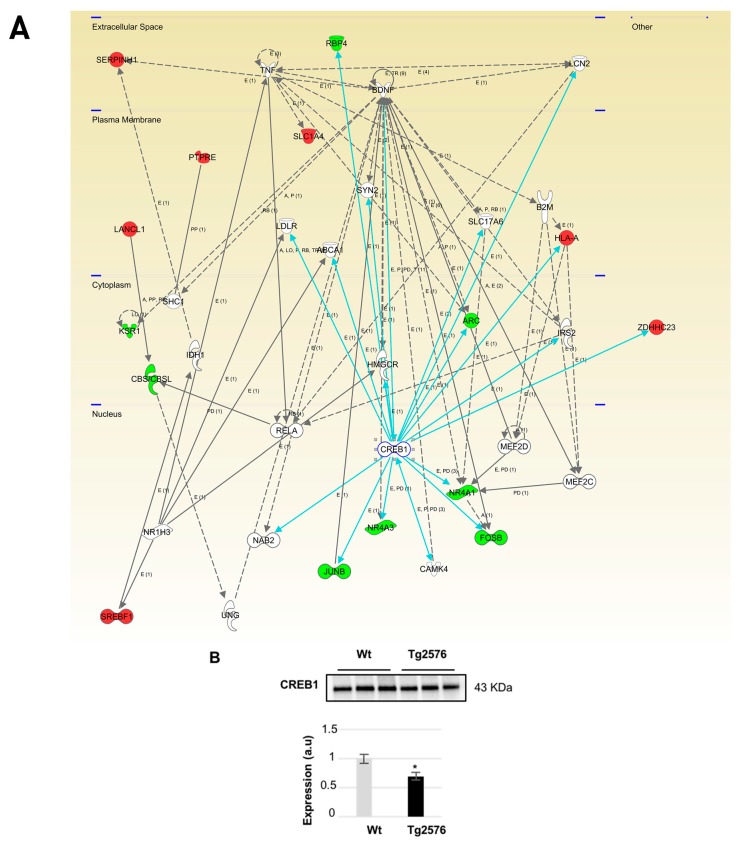
Modulation of CREB1 molecular interactome in the OB of aged Tg2576 mice. Visual representation of the relationships between differential expressed genes/proteins and CREB1 functional interactors (blue lines) are shown in the deregulated network in Tg2576 OBs (**A**); Continuous lines represent direct interactions, while discontinuous lines correspond to indirect functional interactions. Up-regulated molecules are shown in red, down-regulated molecules in green, and molecules proposed by the software in white. The complete legend of this type of interactomes may be found at http://ingenuity.force.com/ipa/articles/Feature_Description/Legend (accessed on 17 October 2017). CREB1 protein levels were down-regulated in the OB of aged Tg2576 mice. * *p* < 0.05 vs. WT group (**B**). Equal loading control and quantitation values have been included in Table S5. a.u., arbitrary units.

**Figure 7:**
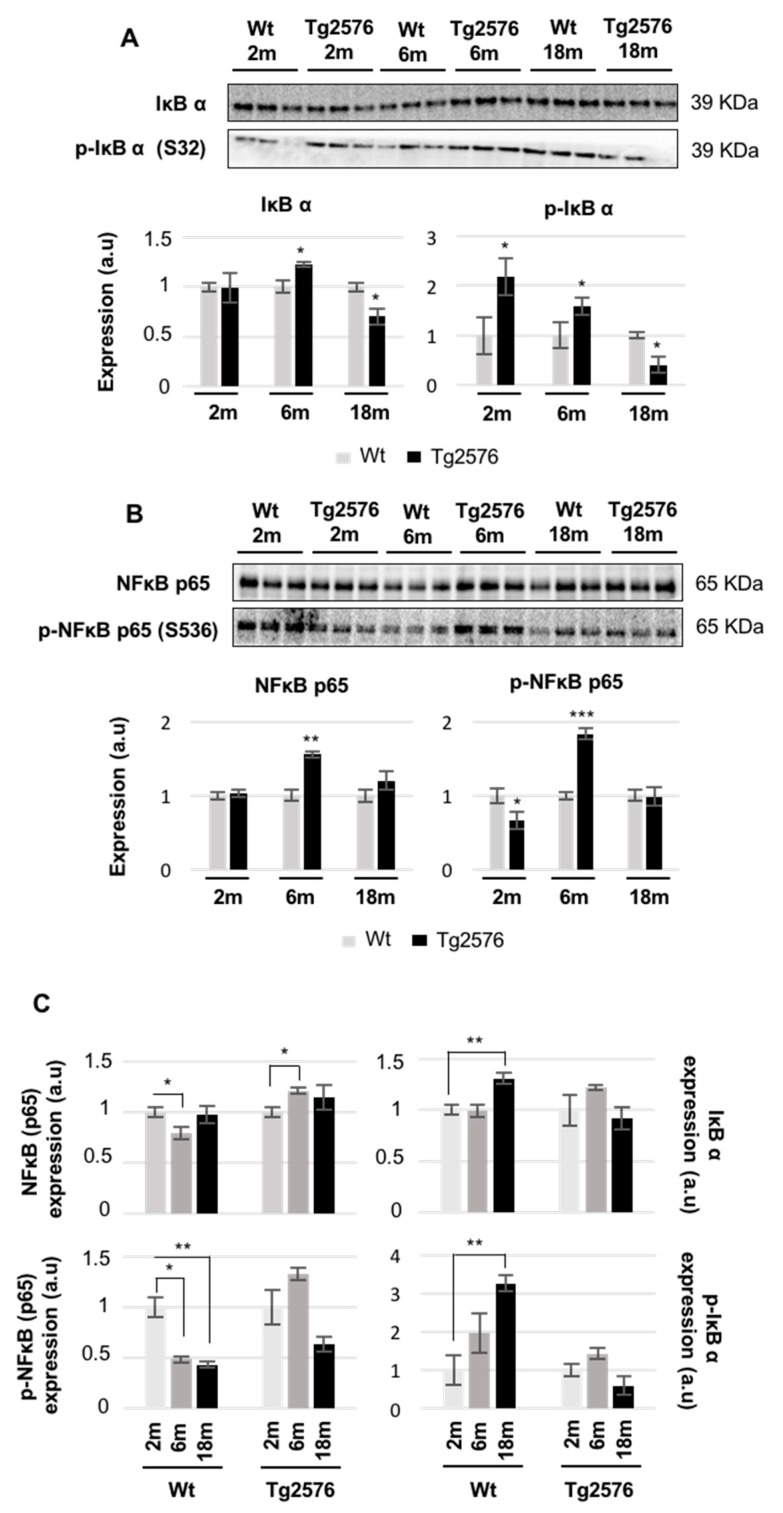
Time-dependent functionality of the OB IκBα-NFκB p65 complex in Tg2576 mice. Levels and residue-specific phosphorylation of the IκBα (**A**); levels and residue-specific phosphorylation of NFκB p65 subunit (**B**); Equal loading of the gels was assessed by stain-free digitalization. Panels show histograms of band densities. Data are presented as mean ± SEM from three independent OB samples per group. * *p* < 0.05 vs. control group; ** *p* < 0.01 vs. control group; *** *p* < 0.001 vs. control group. The expression of the IκBα-NFκB p65 complex was also evaluated during the aging process in WT and Tg2576 mice. * *p* < 0.05 vs. 2-month-old mice; ** *p* < 0.01 vs. 2-month-old mice (**C**). Equal loading control and quantitation values have been included in Table S5. m, month; a.u., arbitrary units.

**Table 1:** Potential upstream regulators of differential targets detected in our study.

Upstream Regulator	Molecule Type	*p*-Value	Target Molecules in OB Omics Dataset
CREB1	transcription regulator	0.00000209	*APOE*, *ARC*, *EGR1*, *EGR2*, *FOSB*, *GNAL*, *HLA-A*, *JUNB*, *NR4A1*, *NR4A2*, *NR4A3*, *RBP4*, *SCD*, *ZDHHC23*
NFKBIA	transcription regulator	0.00916	*BCL2A1*, *CD82*, *HLA-A*, *JUNB*, *MMP15*, *NID1*, *NR4A1*
NFKB1	transcription regulator	0.0000748	*APOE*, *APP*, *BCL2A1*, *CD82*, *EGR1*, *HLA-DMB*, *NR4A1*, *TBX21*
NFκB (complex)	complex	0.00174	*APOE*, *APP*, *BCL2A1*, *CD82*, *EGR1*, *GFAP*, *HLA-A*, *HLA-DMB*, *JUNB*, *KLF3*

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/18/11/2260/s1.

## Abbreviations

AD	Alzheimer’s disease
APP	Amyloid precursor protein
Aβ	β-amyloid
ERK	Extracellular signal-regulated kinase
FAK	Focal adhesion kinase
OB	Olfactory bulb
MS/MS	Tandem mass-spectrometry
PDK1	Phosphoinositide-dependent protein kinase 1
PKC	Protein kinase C
p38 MAPK	p38 Mitogen-activated protein kinase
WT	Wild-type

# Supplementary material for: Network-Driven Proteogenomics Unveils an Aging-Related Imbalance in the Olfactory IκBα-NFκB p65 Complex Functionality in Tg2576 Alzheimer’s Disease Mouse Model
**Source:** Int J Mol Sci. 2017 Oct 27;18(11):2260. doi: 10.3390/ijms18112260
**Supplement:** Supplementary file 1

***Network-driven proteogenomics unveils an aging-related imbalance in the olfactory I $\kappa$ B alpha-NF $\kappa$ B p65 complex functionality in Tg2576 Alzheimer's disease mouse model***

*Maialen Palomino, Mercedes Lachen-Montes, Andrea González-Morales, Karina Ausín, Alberto Pérez-Mediavilla, Joaquín Fernández-Irigoyen, Enrique Santamaría*

**- Table S5 -**

**EQUAL LOADING CONTROL & QUANTITATION  
(Figures 2, 4, 6, and 7)**

**Figure 2a**

Intensity values corresponding to **APP**. Western Blot

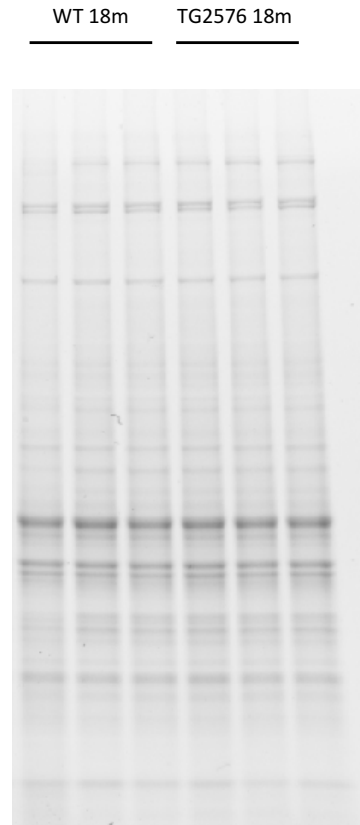

Gel stain free adquisition, 2.5min

**Figure 4**

# Intensity values corresponding to pFAK, FAK, pERK and ERK. Western Blot

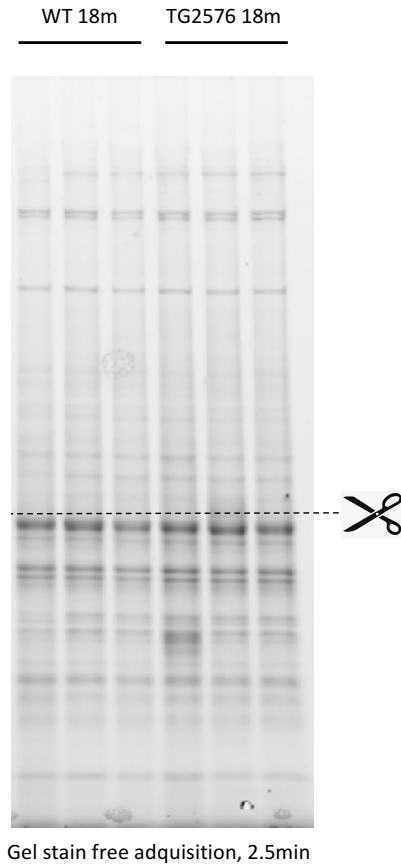

**Figure 4**

# Intensity values corresponding to pAKT, AKT, pP38 and P38. Western Blot

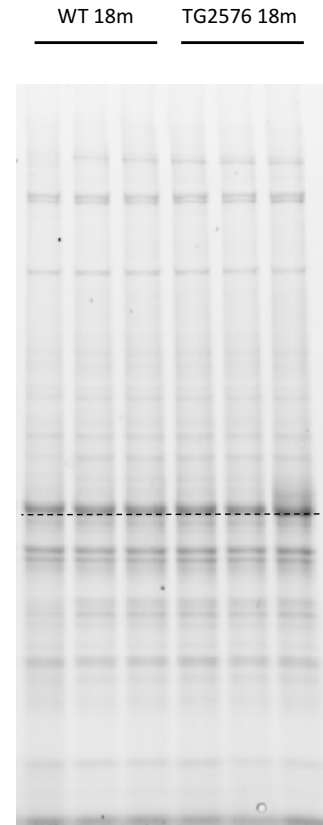

**Figure 4**

# Intensity values corresponding to pPKC, PKC, pPDK1 and PDK1. Western Blot

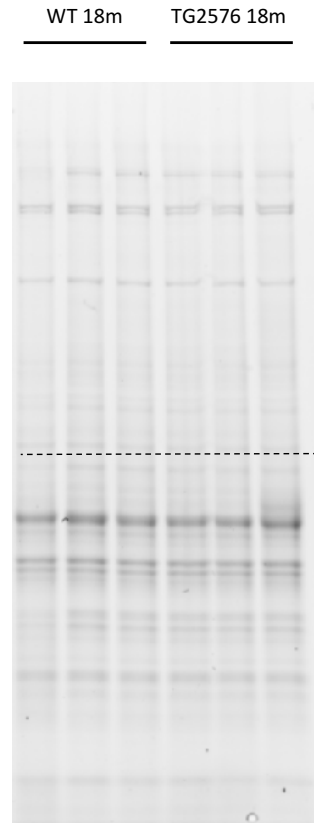

**Figure 4**

## Intensity values corresponding to pMEK and MEK.

### Western Blot

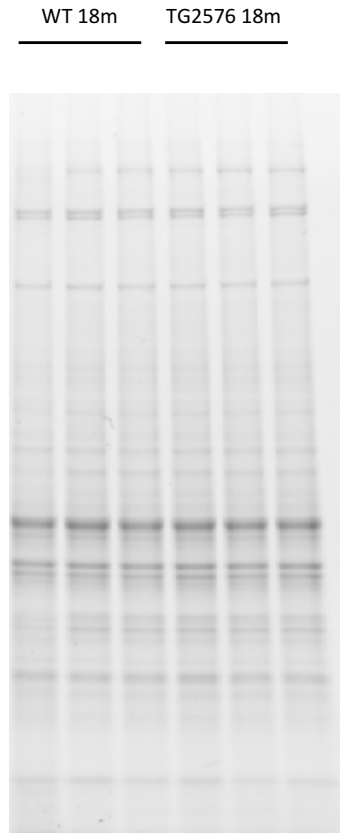

Gel stain free adquisition, 2.5min

**Figure 4**

# Intensity values corresponding to pSEK and SEK.

## Western Blot

WT 18m      TG2576 18m

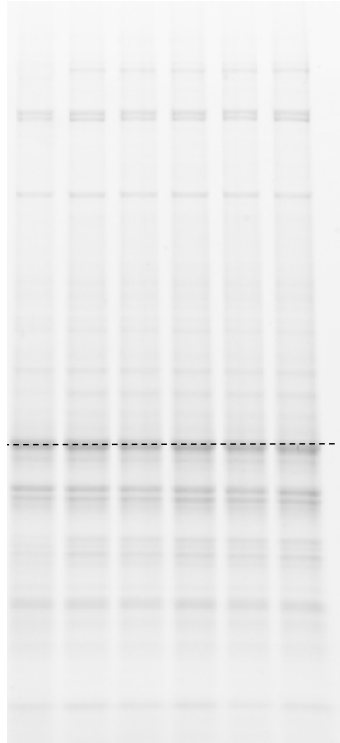

Gel stain free adquisition, 2.5min

Figure 6b

Intensity values corresponding to **CREB1**. Western Blot

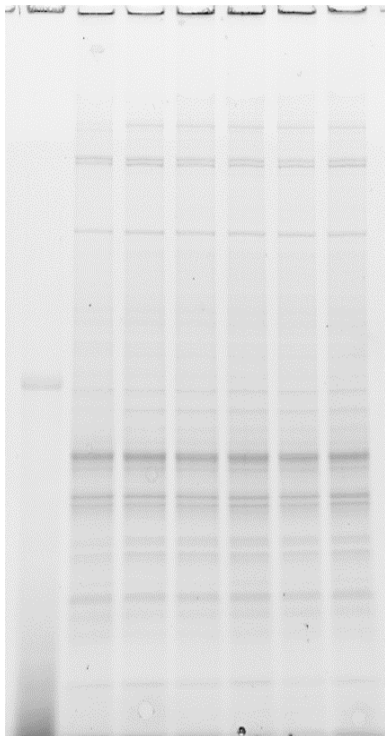

Gel stain free adquisition, 2.5min

**Figure 7a**

# Intensity values corresponding to pIKBA and IKBA

## Western Blot

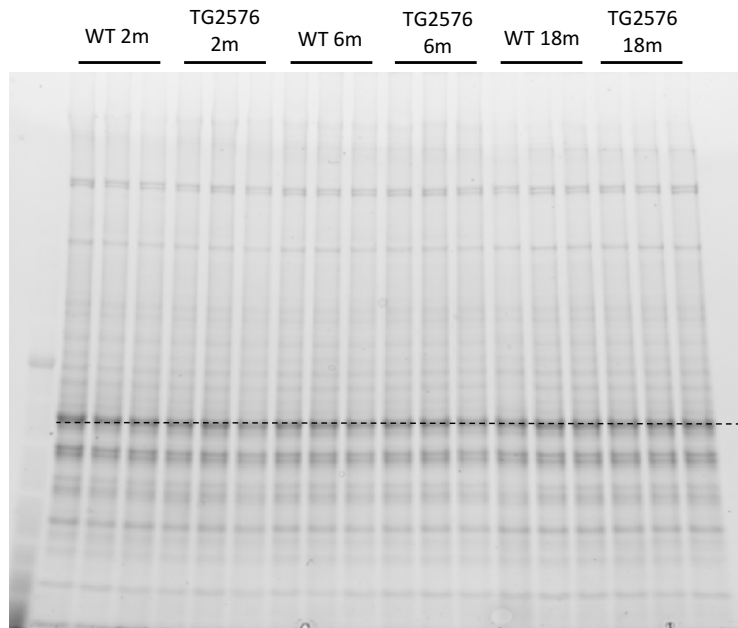

Gel stain free adquisition, 2.5min

Figure 7b

## Intensity values corresponding to pNFKB and NFKB

## Western Blot

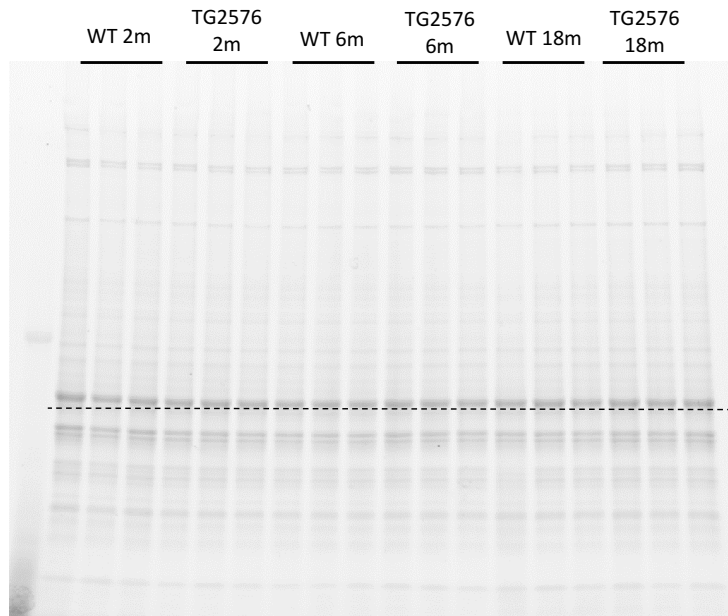

Gel stain free adquisition, 2.5min

How the deposited data were processed for this re-analysis (not part of the article)

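The olfactory bulbs of 6 female mice of 18 months, 3 Tg2576 and 3 WT, were compared, with 1 Affymetrix mouse Clarion S array per mouse. The authors summarised and normalized the arrays by RMA, which corrects background, aligns the arrays by quantiles and summarises probes, and deposited 1 log2 value per probe set and array, so the values were used as they stood and no reads or counts were involved. Which arrays were normalized together is not stated, and the version of RMA was not given. The condition and replicate of each array were taken from the sample labels. The deposited values had array medians of 8.20, 8.21 and 8.21 in Tg2576 and 8.18, 8.22 and 8.18 in WT replicates 1 to 3 over the 22206 probe sets tested, and 25% of the probe sets lay under 6.66 to 6.74, close to the medians of the negative controls, where differences are compressed.

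Genotypes were compared with limma 3.58.1 in R 4.3.3, with a linear model of genotype and moderated variances (prior degrees of freedom 4.47, 8.47 in all). Probe sets were called at the thresholds of the paper, an unadjusted p under 0.01 from its methods and a fold over 1.3 or under 0.7 from the name of a sheet of Table S3, and the Benjamini-Hochberg method gave false discovery rates. The words rose and fell are used of genes past these thresholds. Lists of genes were tested with camera, a competitive test in limma, with its preset correlation of 0.01 between genes and adjustment over 36 fixed lists, and again with the correlation estimated from the arrays. The lists held immediate early genes, markers of the cell types of the bulb, the olfactory mucosa, the meninges and the choroid plexus, genes of lipid synthesis, NFκB, CREB, apoptosis, survival kinases, stress responses, antigen presentation, interferon, oxidative phosphorylation, the circadian clock, glucocorticoids, APP processing and synapses, and the families of olfactory receptors, vomeronasal receptors, ribosomal proteins and keratin-associated proteins. Fixed lists were read with the gene symbols of the array's own table. Lists that the study chose on these samples (Fig. 2C, Fig. 5, Table 1 and Table S4) were counted and not tested with camera, and 1 item of Table 1 is not reported here.

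The named genes, 190 in all, were those that the paper names in its results, Table 1 or Fig. 2C and that were measured, the 10 higher and 10 lower called genes of largest fold whose arrays did not overlap between genotypes, up to 4 genes of smallest p in each fixed list, App and Prnp, and the regulators Creb1, Nfkbia, Nfkb1 and Rela. Prnp, Nfkb1 and Rpl18 had no probe set named here and were not analysed. RNA and protein changes were compared across genes by Pearson's and Spearman's correlations with permutation p from 100000 resamples. Figures were drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

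The alternatives were limma-trend with robust moderation, array weights, a further cyclic loess, quantile or median normalization, probe sets with a mean of at least 6, probe sets with 1 gene symbol, a block for the replicate number, each array left out in turn, a fold threshold equal in both directions, no fold threshold, camera with an estimated correlation, and fry, a rotation test. The mean of the mucosa list as a covariate was added after the data were seen. The correlation of RNA and protein was also taken without 2 genes picked by their values. The fit was tested on simulated data of 22206 probe sets with variances drawn from the model fitted to these arrays. There 82% of genes with a fold of 1.5 and 100% with a fold of 2 passed the thresholds, and 75 of 21982 unchanged probe sets did. The noise was independent between genes, so correlated genes and arrays that stand apart were not simulated, and these shares need not hold for the real arrays.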

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

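The tests of other splits of the arrays were written before the results of this fit were seen, but with lists written after part of Table S3 had been read. Every other test of an explanation below was chosen after the result was seen.

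Several groups of genes that the paper does not discuss differed between the genotypes. They are given here because camera called them and every Tg2576 array lay on the same side of every WT array in the list mean, so that separation is no further evidence. Of all 36 lists tested 14 had arrays apart in this way, against 10% by chance for unrelated lists, and 11 of these were called. The mean log2 difference was 0.20 for 13 olfactory ensheathing glia markers (3 rose, 4 adjusted over the list alone, camera adjusted p = 6.4e-05), 0.19 for 13 mitral and tufted cell markers (1 rose, 0 adjusted over the list alone, adjusted p = 6.0e-05), and 0.13 for 14 astrocyte markers (1 rose, 0 adjusted over the list alone, adjusted p = 7.9e-04). It was 0.29 for 19 oligodendrocyte and myelin genes, all 19 with a positive difference (2 rose, 7 adjusted over the list alone, adjusted p = 6.9e-12), and 0.25 for 14 endothelial and pericyte markers, all 14 positive (1 rose, 2 adjusted over the list alone, adjusted p = 1.5e-07). Of 13 MHC class I genes none passed the thresholds with limma or limma-trend and 2 had an unadjusted p under 0.05, with a mean of 0.25 (adjusted p = 0.0018) that lost its call without Tg2576 replicate 3 (0.12) or WT replicate 1 (0.19). Of 12 glucocorticoid response genes none passed with either tool and 3 had an unadjusted p under 0.05 (1 lower adjusted over the list alone), with a mean of -0.15 (adjusted p = 0.0042), which was -0.11 and no longer called without WT replicate 1. With an estimated correlation the adjusted p of these lists was between 0.204 and 0.394, and none was called. By fry, a rotation test, only the astrocyte markers were called (adjusted p = 0.017). Single genes were Lgi4, a secreted glial gene (0.50, SE 0.12, not called without Tg2576 replicate 2, WT replicate 2 or WT replicate 3, 0.37 to 0.47), and Cldn11, a myelin tight junction gene (0.40, SE 0.099, not called without Tg2576 replicate 2 or 3 or WT replicate 2 or 3, 0.34 to 0.39, or after quantile normalization, 0.37).

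Markers of olfactory sensory neurons were higher in Tg2576 bulbs, least in replicate 2, which lacked the mucosa signal. The intervals here and below are 95% confidence intervals over mice, from the list mean of each array. Mucosa carried over with the bulb would bring RNA of these neurons, and with the mean of the mucosa markers as a covariate the list differed by 0.23 (-0.029 to 0.49), against 0.36 (0.027 to 0.68) without it, so carried-over mucosa cannot be told apart from a change in the bulb with 6 arrays. Stoml3 (1.00 to 0.91) and Omp (0.88 to 0.86), the genes of largest difference in the list, changed little with that covariate and were still called. They were picked for their size, and a mean of non-neuronal markers may follow carried-over neurons only in part. These 2 genes therefore do not decide on carried-over mucosa, for themselves or for the list. For Adcy3 and Gnal the mean went from 0.50 to 0.36 (0.16 to 0.56) with that covariate. The interval stayed above 0, but such a covariate may correct only in part, so carried-over mucosa cannot be told apart for these 2 genes. Adcy3 went from 0.53 (SE 0.11) to 0.40 (SE 0.11) and was still called, and the call of Gnal, from 0.48 (SE 0.12) to 0.32 (SE 0.094), ended with the smaller difference. For Rtp2 and the 3 olfactory receptor genes the mean went from 0.56 to 0.46 (0.33 to 0.59), but in WT these 4 genes lie under the negative controls, so carried-over mucosa cannot be told apart for them. Olfr597 went from 0.81 (SE 0.20) to 0.52 (SE 0.15) and was still called. Olfr553 (0.64, SE 0.17, to 0.66, SE 0.22) lost its unadjusted p under 0.01 by a larger SE, Rtp2 (0.34, SE 0.099, to 0.31, SE 0.12) mainly so, and Olfr1312 (0.45, SE 0.12, to 0.34, SE 0.13) with a smaller difference. A smaller share of the other bulb cells would raise the markers of the remaining cells too. These differed by 0.064 for homeostatic microglia, 0.13 for astrocytes, 0.20 for ensheathing glia, 0.20 for meningeal, 0.29 for oligodendrocyte and 0.25 for endothelial genes, and the sensory neuron list exceeded the mean of these 6 lists by 0.17 (-0.20 to 0.53), so such a share cannot be told apart. Nor can a larger share of the nerve layer, since ensheathing glia differed by 0.20 (0.018 to 0.38) and no other list marks that layer. An effect of the genotype on the olfactory nerve stays open and untested.

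Immediate early genes were lower in Tg2576 bulbs. A smaller share of neurons would lower synaptic, interneuron and mitral cell genes alike, and these differed by -0.015 (-0.092 to 0.063), -0.0069 (-0.063 to 0.049) and 0.19 (0.036 to 0.34). The difference of the immediate early genes minus the mean of these 3 lists was -0.36 (-0.58 to -0.14), which argues against a smaller share of neurons as the whole cause. A difference in stress or in the hour at killing cannot be told apart from genotype, since the paper does not state the hour of killing, and glucocorticoid response genes that are not immediate early genes differed by -0.13 (-0.29 to 0.031). The 16 circadian clock genes had a mean of -0.094, with 12 lower, 4 higher and none past the thresholds, and their array means overlapped. Per1 differed by -0.37 (SE 0.092). The camera call of the list ended without Tg2576 replicate 3 (-0.074) or WT replicate 1 (-0.046) and with an estimated correlation (adjusted p = 0.36). Lower activity of the bulb in Tg2576 mice stays open and untested.

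Oligodendrocyte and endothelial genes were higher in Tg2576 bulbs, by 0.28 (0.096 to 0.46) over both lists. WT replicate 2 stands apart from the other arrays. Without it the difference was 0.23 (0.035 to 0.43), and over an interval that wide a part from that array cannot be told apart. A smaller share of the other bulb cells cannot be told apart either. Both lists together exceeded homeostatic microglia markers by 0.21 (0.059 to 0.37) but the mean of microglia, astrocyte, ensheathing glia and meningeal lists by 0.13 (-0.11 to 0.37). The genotype, or white matter taken with the bulb, stays open and untested.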

How the results depend on the processing

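The covariate of mucosa markers was chosen after the results were seen. Syne2 and Gfap, left out of 1 correlation of RNA and protein, were picked by their values, and every other alternative was planned. No called result changed direction, while means near 0 of lists that were not called, such as olfactory receptor and NF-kB target genes, changed sign in some alternatives (below). The 177 probe sets past the thresholds became 155 to 197 over the other moderation, array weights, normalizations and filters, 225 with a block for the replicate number (0 at a 5% false discovery rate, with 17 of the other gene lists called as without it) and 169 to 249 without 1 array. Replicates share a number only: correlations of deviations between arrays of the same number were 0.036, -0.038 and -0.043, and no array correlated best with its own number. Probe sets past a 5% false discovery rate were 9 with limma-trend and robust moderation and 0 to 6 without 1 array. Lower probe sets were 23 to 47 without 1 array, 38 with the covariate and 75 with equal folds, and without a fold threshold 468 probe sets were called, 280 higher and 188 lower, which follows from the wider threshold. With an estimated correlation, and with fry, the calls ended for immediate early genes (-0.30, adjusted p 0.21 and 0.062), olfactory sensory neuron markers (0.36, 0.24 and 0.13), fatty acid synthesis genes (0.23, 0.24 and 0.062) and plaque-associated microglia genes (0.16, 0.27 and 0.14), and 0 and 1 of the other gene lists were called instead of 17. Those 4 lists stayed called at the preset correlation under the other alternatives, and 10 to 18 of the other lists were called without 1 array. The 1 list called with fry was that of astrocyte markers (adjusted p = 0.017). Olfactory receptor genes had a mean of 0.032 with a further quantile normalization (adjusted p 0.049; 0.049 to 0.999 over all alternatives), -0.010 with median centring, -0.0026 at a mean of at least 6, -0.025 with the covariate and -0.022 to 0.027 without 1 array. NF-kB target genes had 0.00078 after cyclic loess. The correlation of RNA and protein was 0.36 to 0.47 without 1 array. The cause was not tested. Of 59 named genes past the thresholds, 26 passed in all 12 planned settings, and of 131 not past, 26 passed in some. Signal over background limits genes near the negative controls, such as the olfactory receptors, whose differences are compressed.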

Differences from the paper's values

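All values of this part come from planned comparisons, except the covariate of mucosa markers, which was chosen after the values were seen.

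The paper gives 107 differentially expressed genes, against 177 probe sets here at its thresholds. The paper counts protein-coding genes, but 91 higher and 16 lower probe sets of Table S3 pass the same thresholds. Counting probe sets instead of genes therefore does not explain the gap. Of the 177 probe sets 159 had 1 gene symbol, and the planned fit on probe sets with 1 gene symbol called 164, more than 1.5 times the paper's count. Of 16 alternatives set before the data were examined, the counts with median centring and with a mean of at least 6 lay within 1.5 times the paper's and the other 14 did not. The paper gives 91 higher genes, against 155, and only median centring came within that range, while the other 15 alternatives did not. The paper's share of modulated genes is 0.5%, against 0.797%, and a further quantile normalization and median centring came within the range and the other 14 did not.

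In Table S3 the paper's log2 difference of Rtp2 is 0.521, against 0.342, and the value lay within the replicate SD of the paper's without Tg2576 replicate 3 and without WT replicate 3, but not in the other 10 of 12 alternatives set before the data were examined. For Bcl2 the paper's value is 0.240, against 0.148, and only the fit without WT replicate 3 came within the SD. For Cyp2j9 the paper's value is 0.506, against 0.432, and the fits without Tg2576 replicate 1, WT replicate 1 or WT replicate 3 came within it. For Ifih1 the paper's value is 0.259, against 0.362, and array weights and the fits without Tg2576 replicate 3 or WT replicate 2 came within it. For Krtap26-1 the paper's value is -0.218, against -0.268, and only the fit without Tg2576 replicate 1 came within it. For Relb the paper's value is 0.212, against 0.191, and cyclic loess and the fits without Tg2576 replicate 3 or WT replicate 1 came within it. The other alternatives did not.

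The P values of Table S3 had a median of 18.0 degrees of freedom, against 8.47 here, so its fit is not the one used here. The part of Table S3 that was read holds its rows of smallest P, 8.71% of its rows with P up to 0.087, where agreement in direction is to be expected. Of 106 named genes found there, all 106 had the same direction here. By the paper's P and fold in that table 52 of them pass its thresholds, and 42 passed here. The other 10 passed in some settings: Bcl2a1b without Tg2576 replicate 1, Chst15 without Tg2576 replicate 3 or WT replicate 1, Gm8909 with array weights, cyclic loess, quantile normalization and without WT replicate 2, Irgm1 without Tg2576 replicate 2, Klf3 with limma-trend and without Tg2576 replicate 1 or WT replicate 1, Mmp15 without Tg2576 replicate 2 or WT replicate 1, Mpeg1 with the block and without Tg2576 replicate 1, Rtp2 without Tg2576 replicate 3 or WT replicate 3, Ugt8a with limma-trend, with the block and without WT replicate 1, and Vapa without WT replicate 1. The mucosa covariate, chosen after seeing the values, called Chst15 and Klf3 and left 17 of the paper's 52 genes uncalled.

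The paper reports Rtp2 as higher in Tg2576 bulbs, and here it was higher in 3 of 3 Tg2576 arrays with a fold of 1.27, under the paper's threshold, from a WT mean of 6.75 that lies under the medians of the negative controls, 6.78 to 6.91, where differences are compressed.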

Other observations

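The tests of other splits were written before the results of this fit were seen, but with lists written after part of Table S3 had been read. No other test of an explanation is given in this part.

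Genes of fatty acid synthesis were higher in Tg2576 bulbs. Of 17 fatty acid synthesis genes 3 rose (7 adjusted over the list alone), with a mean log2 difference of 0.23 and every Tg2576 array above every WT array (camera adjusted p = 1.6e-08, and adjusted p = 0.24 with an estimated correlation). Besides Gpam and Scd1, the desaturase gene Fads2 rose by 0.40 (SE 0.091, not called without Tg2576 replicate 2 or 3 or WT replicate 2, 0.32 to 0.38, nor with array weights, 0.36, or quantile normalization, 0.37), and Fads1 differed by 0.32 (SE 0.080). Srebf1, which encodes their transcriptional activator and was not counted in that list because its probe set was named only through Table S3, rose by 0.44 (SE 0.094, 0.37 and not called without Tg2576 replicate 2). Oligodendrocyte and myelin genes were higher too (mean 0.29, 2 of 19 rose, camera adjusted p = 0.27 with an estimated correlation). In both lists WT replicate 1 was the highest and WT replicate 2 the lowest WT array, so the fatty acid list was not shown to move apart from that cell type. Of 17 cholesterol synthesis genes 1, Hsd17b7 (0.39, SE 0.089, 0.31 and not called without Tg2576 replicate 3, nor at 0.37 with array weights, median centring or quantile normalization), rose (1 adjusted over the list alone), with a mean of 0.099 and overlapping arrays (adjusted p = 0.0071, and adjusted p = 0.40 with an estimated correlation), no longer called without Tg2576 replicate 1 (0.078) or WT replicate 2 (0.040). Of 14 meningeal fibroblast and matrix genes 4 rose (5 adjusted over the list alone), among them Dcn, the decorin gene, by 0.54 (SE 0.14, not called without Tg2576 replicate 1 or 2 or WT replicate 3, 0.37 to 0.53), with a mean of 0.20 and overlapping arrays (adjusted p = 7.9e-04, and adjusted p = 0.27 with an estimated correlation), which was 0.13 without WT replicate 3.

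Genes of immunity were highest in Tg2576 replicate 3. The mean of 19 interferon response genes lay at 0.018, 0.12 and 0.47 above the WT mean in Tg2576 replicates 1 to 3 and at 0.17, -0.069 and -0.11 in the WT replicates. Of these genes 1 rose (2 adjusted over the list alone), with a mean of 0.20 (adjusted p = 7.9e-04, and adjusted p = 0.40 with an estimated correlation), which was 0.068 and not called without Tg2576 replicate 3. Of 9 MHC class II genes 1 rose (1 adjusted over the list alone), with a mean of 0.16 (adjusted p = 0.046, and adjusted p = 0.40 with an estimated correlation), not called without Tg2576 replicate 1 (0.19), Tg2576 replicate 3 (0.034), WT replicate 1 (0.11) or WT replicate 2 (0.17), and at 0.26 without Tg2576 replicate 2. Of 22 plaque-associated microglia genes none passed the thresholds with limma or limma-trend and 5 had an unadjusted p under 0.05, with a mean of 0.16 (adjusted p = 1.5e-04, and not called with an estimated correlation, adjusted p = 0.27, or with fry, adjusted p = 0.14), and without Tg2576 replicate 3 the mean was 0.10. Of 15 homeostatic microglia markers none passed with either tool, and 1 had an unadjusted p under 0.05 (adjusted p = 0.077). Of 13 reactive astrocyte genes 1, Gfap, rose (1 adjusted over the list alone), with a mean of 0.11 (adjusted p = 0.0098, and adjusted p = 0.36 with an estimated correlation), not called without Tg2576 replicate 3 (0.034) or WT replicate 1 (0.070), and at 0.21 without WT replicate 2 and 0.062 without WT replicate 3.

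Genes of the non-neuronal olfactory mucosa were high in 2 arrays. Bpifb4, a secreted protein gene, was at 10.19, 7.43 and 9.96 in Tg2576 replicates 1 to 3 and at 6.89, 7.51 and 7.42 in the WT replicates, and Cyp1a2 differed by 1.62 (SE 0.70). The difference of Cyp1a2 was 1.09 to 2.56 without 1 array. It passed the thresholds without Tg2576 replicate 2 (2.56) and with a block for the replicate number (1.62). Of 20 mucosa markers none passed the thresholds with limma or limma-trend and 2 had an unadjusted p under 0.05, with a mean of 0.54 and a median of 0.19 (adjusted p = 0.0071, and adjusted p = 0.40 with an estimated correlation), not called without Tg2576 replicate 1 (0.32), Tg2576 replicate 3 (0.36) or WT replicate 1 (0.43), and at 0.95 without Tg2576 replicate 2. The 6 genes past a 5% false discovery rate without Tg2576 replicate 2 were Gpx6, Sult1c1, Bpifb4, Bpifb6, Lrguk and Fetub, chosen for mention after their values were seen.

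The other lists gave the following, and none of them was called with an estimated correlation. Of 319 vomeronasal receptor genes none passed with limma or limma-trend and 32 had an unadjusted p under 0.05, 5 higher and 27 lower, with a mean of -0.060 (adjusted p = 4.5e-04), which was -0.022 after cyclic loess and -0.028 after quantile normalization, where the list of vomeronasal receptor genes was not called. Of 46 keratin-associated protein genes none passed with limma, with a mean of -0.058 (adjusted p = 0.014) and 4 at an unadjusted p under 0.05, none past by limma-trend, and the list was not called without Tg2576 replicate 1 (-0.048), Tg2576 replicate 2 (-0.047) or WT replicate 2 (-0.035). Of 14 unfolded protein response genes none passed with either tool and 1 had an unadjusted p under 0.05 (mean 0.078, adjusted p = 0.025), not called without Tg2576 replicate 1 (0.058), WT replicate 1 (0.060) or WT replicate 2 (0.060). Of 16 circadian clock genes none passed with either tool and 1, Per1, which is also in the lists of immediate early and glucocorticoid genes, had an unadjusted p under 0.05 (mean -0.094, adjusted p = 0.023), not called without Tg2576 replicate 3 (-0.074) or WT replicate 1 (-0.046). Of 16 APP processing genes none passed with limma, 1 passed with limma-trend and 2 had an unadjusted p under 0.05 (mean 0.085, adjusted p = 0.061, and called at 0.11 without Tg2576 replicate 3). Of 12 neuroblast and proliferation markers (mean 0.065, adjusted p = 0.20), 9 heat shock genes (0.056, adjusted p = 0.17) and 8 choroid plexus markers (0.045, adjusted p = 0.51) none passed with either tool, and 1, 1 and 0 had an unadjusted p under 0.05. None of the lists of this part was called with an estimated correlation. Over 36 lists 21 were called with the preset correlation, 16 higher and 5 lower.

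Of the 10 splits of the arrays into 3 and 3, which are too few for a share under 0.05, 1 had as many probe sets past the thresholds (177, against at most 71 in the others). For list means without sign, 1 split each was as large for immediate early genes (0.303, against 0.202), olfactory sensory neuron markers (0.355, against 0.318), fatty acid synthesis genes (0.233, against 0.178) and plaque-associated microglia genes (0.164, against 0.114), 10 for olfactory receptor genes (0.0028, against 0.047) and 8 for NF-kB target genes (0.017, against 0.072). The lists were written after part of Table S3, which compares the real groups, had been read. Lists with genes that the paper names as changed, such as immediate early genes and sensory neuron markers, therefore favoured the real split in advance.

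The part of Table S3 that was read is 8.71% of its rows, those of smallest P (up to 0.087), and this choice raises agreement. In it the log fold changes correlated with those here across probe sets (r = 0.98), with a largest difference of 0.32. The mean expression in that table differed from the mean of the deposited values with an SD of 0.18, and its P values had a median of 18.0 degrees of freedom, against 8.47 here, so that table comes from another fit than the one used here.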
